# Embryos assist morphogenesis of others through calcium and ATP signaling mechanisms in collective teratogen resistance

**DOI:** 10.1038/s41467-023-44522-2

**Published:** 2024-01-17

**Authors:** Angela Tung, Megan M. Sperry, Wesley Clawson, Ananya Pavuluri, Sydney Bulatao, Michelle Yue, Ramses Martinez Flores, Vaibhav P. Pai, Patrick McMillen, Franz Kuchling, Michael Levin

**Keywords:** Developmental biology, Biotechnology, Experimental organisms, Morphogenesis

## Abstract

Information for organismal patterning can come from a variety of sources. We investigate the possibility that instructive influences for normal embryonic development are provided not only at the level of cells within the embryo, but also via interactions between embryos. To explore this, we challenge groups of embryos with disruptors of normal development while varying group size. Here, we show that *Xenopus laevis* embryos are much more sensitive to a diverse set of chemical and molecular-biological perturbations when allowed to develop alone or in small groups, than in large groups. Keeping per-embryo exposure constant, we find that increasing the number of exposed embryos in a cohort increases the rate of survival while incidence of defects decreases. This inter-embryo assistance effect is mediated by short-range diffusible signals and involves the P2 ATP receptor. Our data and computational model emphasize that morphogenesis is a collective phenomenon not only at the level of cells, but also of whole bodies, and that cohort size is a crucial variable in studies of ecotoxicology, teratogenesis, and developmental plasticity.

## Abstract (web summary)

The collective activity of cells enables embryos to overcome various perturbations. Here, authors show that at the higher (population) level, embryos also communicate. This enables larger groups to resist chemical and molecular-genetic teratogens.

## Introduction

During embryogenesis, a complex anatomical form is constructed via the interactions of large numbers of individual cells. A key question, with impacts ranging across evolution, regenerative medicine, and bioengineering, concerns the origin of the information enabling correct morphogenesis. Most of the emphasis to date has been placed upon the information provided vertically from parent to offspring—the genome—and the inanimate environment^1–8^. The typical perspective is of a single embryo and its local microenvironment as the arena within which cells compete and cooperate using their genomically specified cellular hardware to complete embryogenesis in a given situation. While work on developmental plasticity and extended phenotype do consider factors outside of individual bodies^9–13^, the embryo (and its outer perimeter) is most commonly taken to be the natural, self-contained unit of studies on control mechanisms and the origin of specific anatomies in evolutionary morphology, reproductive toxicology, and developmental genetics. However, many phenomena in biology exhibit scale-free or at least multi-scale dynamics^14–16^. Thus, we explored the possibility of relationships between development and external social environments, specifically whether instructive information could also propagate horizontally, enabling embryos to benefit from a kind of “wisdom of the crowd” in their cohort^17–20^.

While the focus of most studies has been the self-contained genome, a number of prior studies have also reported extra-genomic influences on developmental outcomes^21^, in the context of phenotypic plasticity^11,22–24^. Of particular interest were studies focusing on inter-conspecific interactions or interactions amongst members of the same cohort. For example, rat studies have shown that the uterine environment and position in the uterine horn can affect progeny. Females that were located contiguous to a caudal male or between two males exhibited more masculine characteristics, mounting behavior, and morphology than females contiguous to a cephalic male or near no males^25,26^. Adverse intrauterine conditions lead to females being bigger than their male littermates and increased uterine occupancy leads to smaller males^27^. In humans, studies have shown that skin-to-skin contact between caregivers and preterm infants can have positive cardio-respiratory impacts^28,29^. Inter-embryo communication in the context of predation has been observed in a number of species ranging from birds to frogs^30–34^.

These lateral interactions go beyond straightforward negative effects such as competition for nutrients, oxygen levels, and accumulating waste products, and suggest that there are also beneficial effects from being part of a collective. Postnatally, the Allee effect^35^ is a well-known effect of animal aggregation and its correlation with fitness. It is defined as a positive correlation between population density and individual fitness. Studies in fish, rodents, and planaria have shown that having conspecifics can positively impact future health outcomes. For example, large groups of planaria and goldfish survive colloidal silver exposure better than small groups. In line with other studies showing the beneficial effects of larger groups, dense populations of starfish were able to right themselves faster than sparse populations^35–38^.

These effects are seen at the cellular level as well, from social amoebas^39^ to metazoan cells in culture^40^. In mesenchymal cells in vitro, low population seeding impacts the differentiation potentials and alters cell fates and growth rates of tumors, all of which are affected by cell density^41,42^. It has long been realized that groups of cells resist transformation and cancer^43–46^, providing a collective dynamic that keeps cell activity orchestrated towards adaptive outcomes^47^. One such example of cellular resistance is the culturing of multiple ovarian follicles, which improves follicular survival and growth through paracrine signaling from one follicle to another^48^. In the case of tissue injury, paracrine factors have also been shown to play an important role. In *Xenopus* embryos, wounding induces calcium waves within a single organism that aid in cell-cell coordination and permit rapid wound closure in response to superficial injury^49,50^. ATP is one such ligand that can trigger cell contractility and plays a role in coordinating long-range contraction responses after injury^51^. However, the transfer of such information between individuals or distinct tissues and organs has not been visualized or quantified.

Thus, a number of cases of beneficial lateral interactions have been reported, and the study of cell cooperativity and instructive communication is an active field. However, a significant knowledge gap exists with respect to *instructive lateral interactions* for correct development at a level of organization above that of tissues, organs, and individual organisms. While epigenetic studies have explored how genes can be impacted on environment and behavior, the information transfer from this field is still vertical. Here, we sought to test the hypothesis that embryos can interact across distance in their medium to provide beneficial, specific information that assists morphogenesis. Our fundamental assay was resistance to teratogens: we exposed groups of *Xenopus laevis* embryos to several disruptors of normal development with diverse mechanisms of action and asked whether large groups can resist exposure better than small ones. We found that collective development is much more stable, with respect to morphological perturbations (birth defects), and analyzed an agent-based cellular automata computational model that explains the collective morphogenetic stability of larger embryonic groups through local interactions. Functional experiments reveal that this effect is mechanistically mediated by a short-range chemical signal, requiring calcium and P2 receptor signaling. It also does not involve detectable transcriptional changes at stage 25, but does implicate a small group of changes by stage 35. We also report the remarkable phenomenon of a mechanical injury-triggered calcium wave that propagates not only within embryos, as has been shown previously^49–51^, but also between embryos, identifying it as a potential candidate for the communication process within a network of developing individuals. Finally, our transcriptomic profiling of small vs. large groups identifies a set of up- and down-regulated genes that provide a signature of the collective response to teratogen challenge.

## Results

### Incidence and severity of thioridazine-induced defects are dependent on group size

To test the hypothesis of collective influences on development, we asked whether group size was a factor in embryos’ ability to undergo normal morphogenesis despite the presence of well-known teratogenic influences. Embryos for each experiment were from the same clutch but separated into differing group sizes. Importantly, we kept teratogen concentration constant between groups by scaling media volume to group size so that the per-embryo teratogen exposure was constant regardless of group size.

We began with thioridazine, a chemical reagent that targets dopamine pathways^52,53^. *Xenopus laevis* were raised in identical, standard conditions but at different group sizes within each Petri dish, and subjected to 90 μM of thioridazine across all densities (Fig. 1a). Media and dish size were scaled proportionally between large and small groups so that the only difference between experimental conditions was the number of animals in a dish. Large groups (*n* = 300) received 120 mL of media while small groups (*n* = 100) received 40 mL of media. To rule out greater drug degradation by larger cohorts as a potential confounder, we quantified thioridazine in the medium following the treatment of embryos in groups of various sizes. Liquid chromatography–mass spectrometry analysis indicated that there was no notable difference in thioridazine concentration between groups ranging in size from 25 to 400 (Fig. 1b) beyond that attributable to compound degradation during the preparation and transport of samples.

**Fig. 1:**
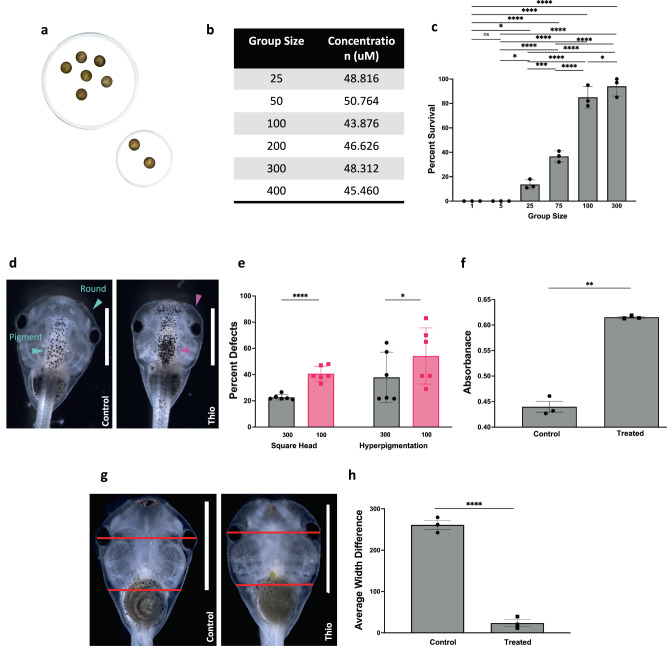
Conspecifics help resist teratogenic effects. **a** Embryos were reared in large (*n* = 300) or small (*n* = 100) groups and exposed to the dopaminergic agent thioridazine during N&F stages (13-26). The concentration of the drug was kept equal at 0.4 μg/mL of media and the amount of media with the drug was scaled according to the group size to match the volume of the drug per embryo. **b** Embryos were treated with thioridazine in various group sizes. Post-treatment, media were harvested and thioridazine concentration was determined by LC-MS. The table shows the concentration of thioridazine in media from embryos treated in groups of 25, 50, 100, 200, 300, and 400. **c** Percentage of surviving animals in groups of increasing size from 1 to 300 following a 24-h treatment with 90 μM thioridazine. Data was compared using a one-way ANOVA test and Tukey test; points are the average of 3 replicates. ****p < 0.0001, **p = 0.0024. **d** Craniofacial phenotype of a normal tadpole and a thioridazine-treated tadpole at stage 45. Control embryo with normal, round head shape and normal pigmentation (blue arrows). Thioridazine-treated embryo with square head shape and hyperpigmentation (purple arrows). **e** Total frequency of malformed square heads, and hyperpigmentation in large group thioridazine exposure (*n* = 300 in gray) and small group treatment (*n* = 100 in pink) across *N* = 6 trials. Comparisons were done using two-tailed Welch’s *t*-test with *p* = 0.0003 in square heads and *p* = 0.0489 in hyperpigmentation. **f** Quantification of hyperpigmentation between untreated (control) and thioridazine-treated hyperpigmented animals. A total of 30 control and 30 thioridazine-treated embryos were used in each trial. Two-tailed Welch’s *t*-test was used for comparison and *p* = 0.0029. **g** Ventral view of normal and square-headed animals with lines indicating where width measurements were taken. **h** Quantification of face width difference between untreated (left) and treated square head (right) animals. A total of 30 square head and 30 control embryos were examined for each trial. Comparison is done with a two-tailed Welch’s *t*-test with a *p* < 0.001. For all animal images, the anterior end is at the top of the image. All images unless noted are dorsal views. Data are plotted as mean ± SD and each point represents a trial. All treatments are normalized to the mean of non-treated controls’ spontaneous defects. Scale bars represent 2 mm. Source data are provided as a Source Data file.

Following treatment with 90 μM thioridazine for 18 h or stages 12.5–25, we observed both embryonic death and a range of defects in survivors and scored their incidence. Survival increased with increasing group size (Fig. 1c). For singlets and groups of 5 embryos, thioridazine exposure resulted in 0% survival. When exposed in groups of 25 and 75, averages of 13% and 44% of embryos survived, respectively. For group sizes of 100 and 300, survival rates increased to averages of 85% and 98%, respectively (*N* = 3, *p* = 0.0051 using ANOVA). Among survivors, thioridazine caused significant developmental abnormalities, as expected. Compared to age-matched controls, exposure to thioridazine resulted in a rectangular head shape, misshapen eyes, and hyperpigmentation (Fig. 1d and Supplementary Fig. 1A, B). After exposure, tadpoles in the largest group treatment (*n* = 300) and smaller group treatment (*n* = 100) were scored at NF stage 45 for defects (Fig. 1e). Large groups had significantly fewer average incidents of square head (22.7% vs. 40.7%) (see Methods section for quantitative procedure for assessing phenotype) and hyperpigmentation (37.8% vs. 54.2%) (*N* = 6, *p* = 0.00029 using Welch’s *t*-test). While other types of phenotypic defects were observed (Supplementary Fig. 1C), here we chose to focus on head shape and pigmentation for the in-depth analysis of cross-embryo effects.

As quantitative validation that individuals scored with the hyperpigmentation phenotype were truly different from controls, 10 tadpoles were pooled, dissolved, and measured for absorbance at 260 nm. Control animals had an average absorbance of 0.427 while hyperpigmented animals had an average absorbance of 0.615 (Fig. 1f) (*N* = 3, *p* = 0.0029 using Welch’s *t*-test). We used morphometric analysis to further quantify the square head shape phenotypes by determining the difference between the diameter of the head and the width at the base of the branchial arch (Fig. 1g). In treated animals with square heads, this number is significantly smaller than in controls (261.2 vs. 23.5, respectively. *N* = 3, *p* < 0.0001 using Welch’s *t*-test) (Fig. 1h). To prevent bias, blind scoring was used for three of the six experimental replicates of thioridazine.

We conclude that larger group size confers a significant protective effect against both thioridazine-induced death and craniofacial defects in a manner that cannot be explained by increased drug degradation in larger cohorts. We call this phenomenon the Cross-Embryo Morphogenetic Assistance (CEMA) effect.

### Cross-embryo morphogenetic assistance effect is not limited to thioridazine exposure

We next asked whether the surprising CEMA effect is a feature of thioridazine teratogenesis specifically or whether it is a wider phenomenon, and, if so, what kinds of perturbations can embryos resist collectively better than singly? We explored additional teratogens orthologous to thioridazine: other drugs with a different target, and a non-pharmacological method using misexpression of mutant mRNA.

Two drugs with different targets from each other and from thioridazine were used to test the robustness of the CEMA effect. We first tested forskolin—a drug that targets adenylate cyclase and results in hyperpigmentation (Fig. 2a and Supplementary Fig. 2B)^54^. Tadpoles were subjected to 5 µM of forskolin at stages 10–45 in group sizes of small (*n* = 25), medium (*n* = 50), and large (*n* = 300) (Fig. 2b). In the small and medium groups, forskolin resulted in hyperpigmentation in an average of 93.3% and 86% of embryos, respectively, while the large group exhibited hyperpigmentation in an average of just 13.9% of embryos (*N* = 3, *p* < 0.001 using ANOVA). Blind scoring was done in two of three replicates to prevent any bias.

**Fig. 2:**
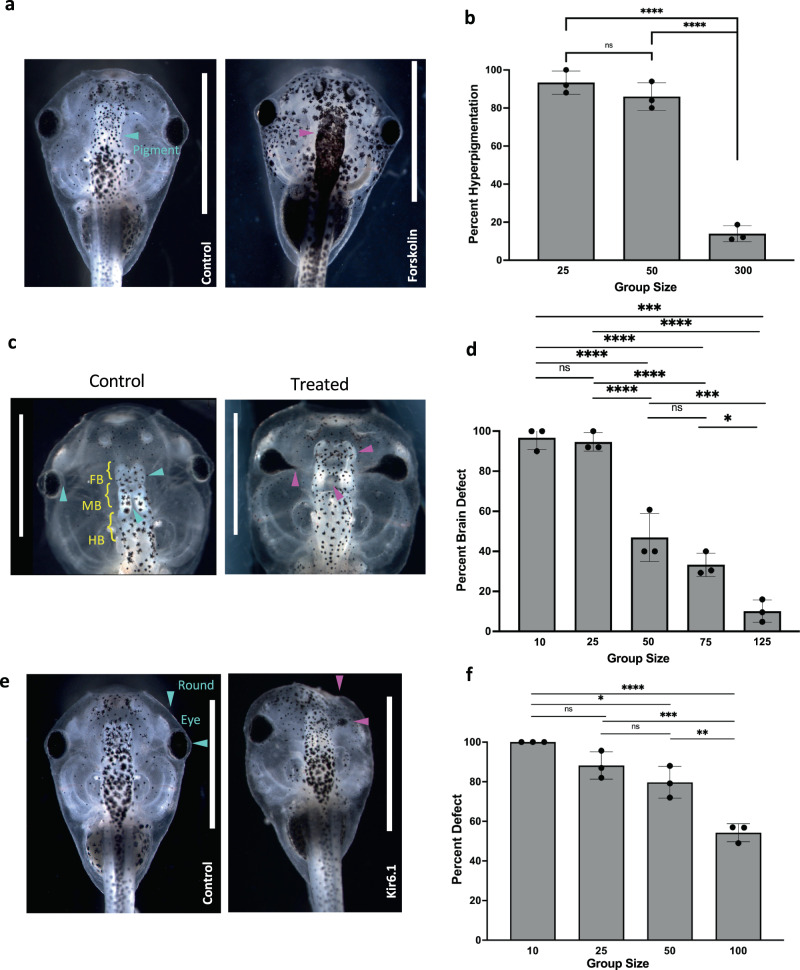
Conspecific effect beyond thioridazine exposure. **a** Images of control (left) and forskolin-treated animals (right), demonstrating hyperpigmentation following forskolin exposure (purple arrows). **b** The graph shows the total frequency of hyperpigmentation in embryos exposed to forskolin in small (*n* = 25), medium (*n* = 50), and large (*n* = 300) groups. ****p < 0.001.. **c** Control animal raised in 0.1x MMR with normal brain structures (left). ****p <0.0001. Representative animals from cohorts subjected to nicotine treatment were then raised at a group size of 75 animals (right). Purple arrows highlight misshapen eyes, malformed forebrain, and midbrain. **d** Percent total of embryos with brain defects in groups treated with nicotine at densities of n = 10, 25, 50, 75, and 125. ****p < 0.0001, ***p = 0.0008, *p = 0.0197. **e** Effect of group size on incidence of defects in dominant-negative Kir6.1-injected embryos. Images of control (left) and injected (right) embryos at stage 45. Blue arrows indicate normal eyes and head shape while purple arrows point out misshapen heads and eyes. **f** Quantification of malformed and normal individuals at stage 45. Group size of *n* = 10, 25, 50, and 100. Both cells at the 2-cell stage were injected and embryos were split into different size groups post injection. *p = 0.0111, ****p < 0.0001, ***p = 0.0004, and **p = 0.0028. All animal images are dorsal views and oriented so anterior is facing up and dorsal is down. For all data: values are plotted as mean ± SD, one-way ANOVA, and Tukey tests were conducted. Each dot on the graph is a separate replicate. All treatments are normalized to the mean of non-treated controls’ spontaneous defects. Scale bars represent 2 mm. Source data are provided as a Source Data file.

Next, we tested nicotine, which is known to cause developmental brain and other defects^55–57^. Embryos were separated into different group sizes at stage 11 and treated with nicotine until stage 35, and then allowed to develop in the regular medium until stage 45. Animals were then scored for abnormalities including missing or malformed eyes, fusion of eye to the brain, and brain defects including absence of forebrain, missing both forebrain and midbrain, malformed hindbrains, or incorrect separation of the forebrain and midbrain (Fig. 2c and Supplementary Fig. 2C). For tadpoles reared and exposed in the smaller groups (*n* = 10 and *n* = 25), an average of 96.7% and 94.7%, respectively, exhibited brain defects. Those reared at higher densities (50 and 75) had defects in an average of 46.9% and 33.3% of embryos, respectively. At the highest density, *n* = 125, only an average of 10.1% of embryos exhibited defects (*N* = 3, *p* < 0.001, ANOVA) (Fig. 2d).

We next examined the effect of group size on a mechanistically different kind of perturbation that has previously been shown to cause defects in eye and heart morphogenesis^56^: disrupting native bioelectric signaling among embryonic cells^58–60^ by microinjecting mRNA encoding a mutant ion channel. We found that large group size also protected embryos against the negative effects of mutant ion channel expression. At the 2-cell stage, both cells were microinjected with mRNA encoding dominant-negative Kir6.1^61–63^. Following injection, animals were raised in dishes containing varying embryo group sizes. Defects observed at stage 45 included misshapen eyes, overall head malformations, hyperpigmentation, and death (Fig. 2e and Supplementary Fig. 2D). Unlike thioridazine, dominant-negative Kir6.1 microinjections did not induce significant embryo death and we saw no significant differences in survival between embryos raised in different group sizes and controls. There was, however, again a dramatic protective effect of group size on the incidence of craniofacial defects. At a density of 5 embryos per dish, 100% of the injected embryos had defects. Increasing the density to 25 and 50 animals lowered the average defect incidence to 88.2% and 79.7%, respectively. At the highest group size, *n* = 100 animals, the average defect incidence was 54.2% and the average of normal individuals was 43.0% (*N* = 3, *p* = 0.0141 using ANOVA) (Fig. 2f). We note that the mRNA microinjection experiments rule out explanations based on the pharmacokinetics of drugs in different sized groups. Because there is no significant embryo death, they also indicate that the protective effect of larger group size against craniofacial defects is not secondary to an effect on survival.

These results indicate that the protective effect of larger group size on craniofacial defects is not specific to one kind of pathway or teratogen. We conclude that CEMA is a more general developmental stability mechanism that can stabilize several diverse kinds of developmental processes against perturbations.

### CEMA operates across genetically diverse populations, but only among perturbed individuals

We next asked whether the assistive effect is only operational across identical conspecifics, or whether genetically diverse groups also reap the benefits. We mixed strains of wild-type and an albino strain of Xenopus laevis, then treated them to ask whether one genetic background can help another (Fig. 3a). A group of 150 wildtype embryos treated with 90 µM thioridazine (stages 12.5–25) had a square head average of 44.7% and 44.3% for 150 treated albino embryos. Increasing the group size to 300 leads to averages of 20.7% for wild types and 23.7% for albinos. Mixing a group of 150 wildtypes and 150 albino embryos had an average of 21% (Fig. 3b). While there were significant differences between the 150 and 300 group sizes, there were no significant differences between wildtype and albino embryos of the same group size. Given this, we conclude that CEMA does not require the large cohort to be genetically homogenous.

**Fig. 3:**
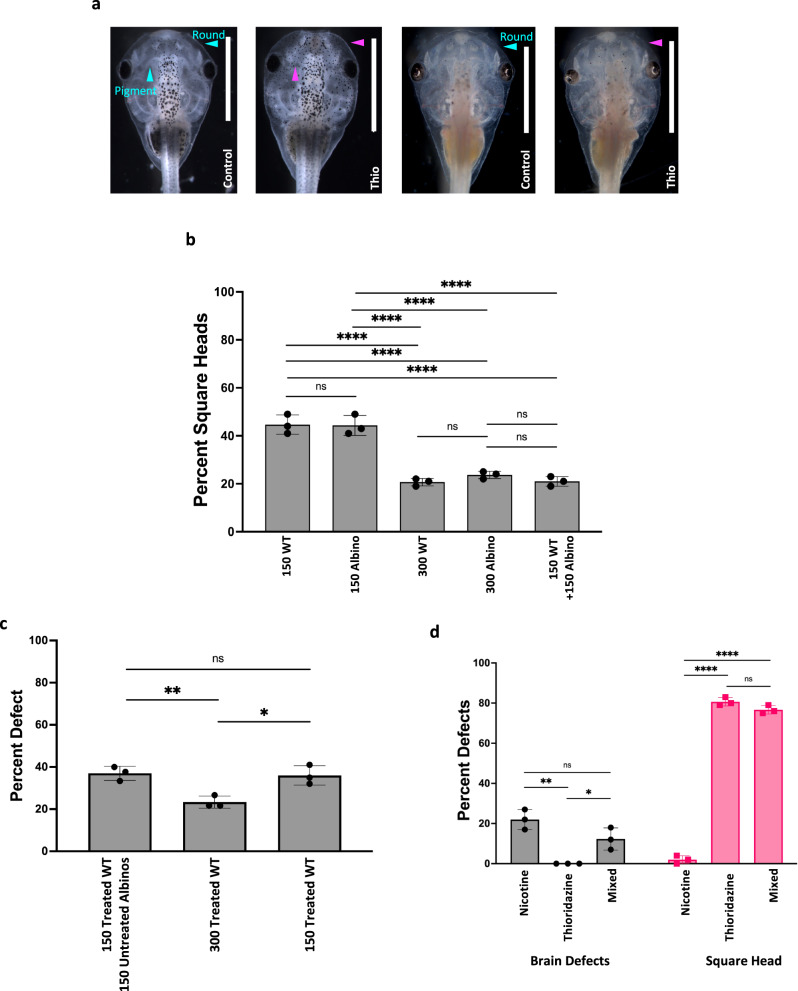
Genetically diverse populations can also benefit from CEMA but unperturbed cohort members do not aid in stabilization. **a** Examples of wildtype and albino animals that were untreated (controls) or treated with thioridazine (treated). Blue arrows highlight normal head shape and pigmentation. Purple arrows indicate square heads and hyperpigmentation. **b** Percent total of embryos with square heads in two strains of Xenopus laevis, wildtype (either *n* = 150 or *n* = 300, respectively labeled on the graph) and albino (*n* = 150 or *n* = 300, respectively labeled on the graph). ****p < 0.0001. **c** Averages of the frequency of square head defects in a mixed group of *n* = 150 thioridazine-treated wildtype embryos + 150 untreated albinos, *n* = 300 treated wild-type embryos, and *n* = 150 treated wild-type embryos. **p = 0.0094 and *p = 0.0133. **d** Average of the frequency of brain defects and square heads in nicotine, thioridazine, and mixed treatments (*n* = 150 in each group). **p = 0.0019 and *p = 0.0291 for brain defects and ****p < 0.0001 for square head. All animal images are dorsal views with the anterior end at the top of the image. For all data: values are plotted as mean ± SD, one-way ANOVA, and Tukey test were conducted. All treatments are normalized to the mean of non-treated controls’ spontaneous defects. Scale bars represent 2 mm. Source data are provided as a Source Data file.

In prior experiments, every animal in a given cohort was exposed to the same stressor. We next asked whether animals that had never experienced the teratogen could improve the resistance of conspecifics that were exposed. This would be expected if, for example, animals were providing developmental signals to each other—in that case, unperturbed control embryos would be even more efficient than exposed ones in stabilizing other embryos. Thus, we investigated CEMA in experiments in which wild-type animals exposed to thioridazine were reared with naïve, untreated albino embryos in mixed cohorts. After treatment with thioridazine, wild-type animals were rinsed three times before being mixed in with an equal number of untreated albinos. Consistent with our previous experiments, groups of 150 treated wildtype animals had an average square head incidence of 36.0%, which was significantly reduced to an average of 23.3% in groups of 300 treated wildtype animals (*N* = 3, *p* = 0.0068, ANOVA). However, in the mixed cohort (150 treated wildtype animals with 150 untreated albinos), an average of 37.0% had defects, not significantly different from that seen in the group of 150 treated embryos reared alone (Fig. 3c). The 300 mixed group had no significant difference from that of the 150 treated wildtype group, but there was a significantly increased incidence of square heads compared to that of the 300 all treated group (*N* = 3, *p* = 0.0068 using ANOVA). Thus, unperturbed individuals do not help stabilize teratogen-exposed individuals and we conclude that only perturbed individuals have a role in CEMA.

In order to distinguish whether CEMA contributes generic protective influence or encodes morphogenetic information for a specific defect, a cross-teratogen experiment was performed using nicotine and thioridazine. Nicotine primarily induces brain defects while thioridazine induces head shape, eyes, and pigmentation defects. Embryos were treated with either nicotine or thioridazine and then mixed together. If CEMA was a generic effect, then it could be expected that groups made up of cohorts of embryos exposed to different insults would function as a large group—exhibit CEMA-induced mitigation of the phenotypes. In contrast, if each type of insult involved phenotype-specific signals spread through the population, then such chimeric groups would not be additive in the way that CEMA requires, because each specific insult cohort would be too small to exhibit significant CEMA-induced repair. We observed that in a group of 100 animals, there was an average of 22% in normal nicotine treatment, 0% in normal thioridazine treatment, and 12.3% in nicotine treatment followed by mixing in with thioridazine conspecifics. With regards to square heads, nicotine treatment alone resulted in 2%, thioridazine alone resulted in 80.7%, and mix groups resulted in 76.7% (Fig. 3d). While there are decreases in the mixed group compared to either the normal nicotine or thioridazine treatment, the decreases are non-significant, suggesting that CEMA does not operate when the large group is made up of subgroups with a different history of teratogen exposure. These data are consistent with individual stressors eliciting their own specific repair information which is not additive and does not cross-protect.

### A computational model of CEMA

To better understand inter-embryonic signaling within CEMA and guide future studies, we developed a model of the system-level collective dynamics and ran simulations to probe potential explanations and generate testable predictions. Specifically, we developed a computational approach to show how the development of embryos (or any morphogenic agent) may be more stable and harder to disrupt in larger groups than for singletons or small groups. We chose an agent-based approach to virtual embryogeny^64–69^, where each embryo was a cellular automaton^70–77^ that could interact with its neighbors through diffuse signaling and was parametrized to reflect the quantitative data in Fig. 1 with regard to survival as a function of cohort size.

For our model, we chose to use elementary cellular automata (ECA), which are 1D arrays consisting of cells that can hold a value of either 0 or 1^78^. At each timestep in a simulation, these cells can change their values based on pre-programmed update rules, wherein they sample their own value and their close neighbor’s (within 1 to 3 cells to the left or right) and either maintain their existing value (0 or 1) or change to the opposite value. This inherent ‘local interactions only’ property makes ECAs a good choice for this model since many biological collective systems (especially during morphogenesis) appear to be governed by parallel local interactions not dependent on a central controller^79–81^.

We chose to simulate embryonic development using an ECA paradigm that recapitulates the core task: independent subunits (whether cells or larger structures) working toward a species-specific endpoint. The “majority problem” is a task in which given an initial configuration of 0 s and 1 s, the cells of the ECA update their states at each timestep eventually converging on a final state where all cells have the same value—either 0 or 1—matching the value in the majority at initiation (Fig. 4a and Supplementary Fig. 3)^82–84^. Conceptually, we equate this to normal embryogenesis, in which a healthy embryo starts in a given configuration and develops towards the correct target morphology. However, what update rule is suitable to follow to achieve this goal state? In previous ECA studies, one update rule that solves this task is the GKL rule^85^, which dictates that a cell’s value at each timestep is set to match the value shared by the majority of a set that includes itself and defined neighbors to the left or right (see Methods). Not only does the GKL rule solve this problem, but it also does so efficiently, defined as converging to the correct value before a number of steps equal to half of the total number of cells.

**Fig. 4:**
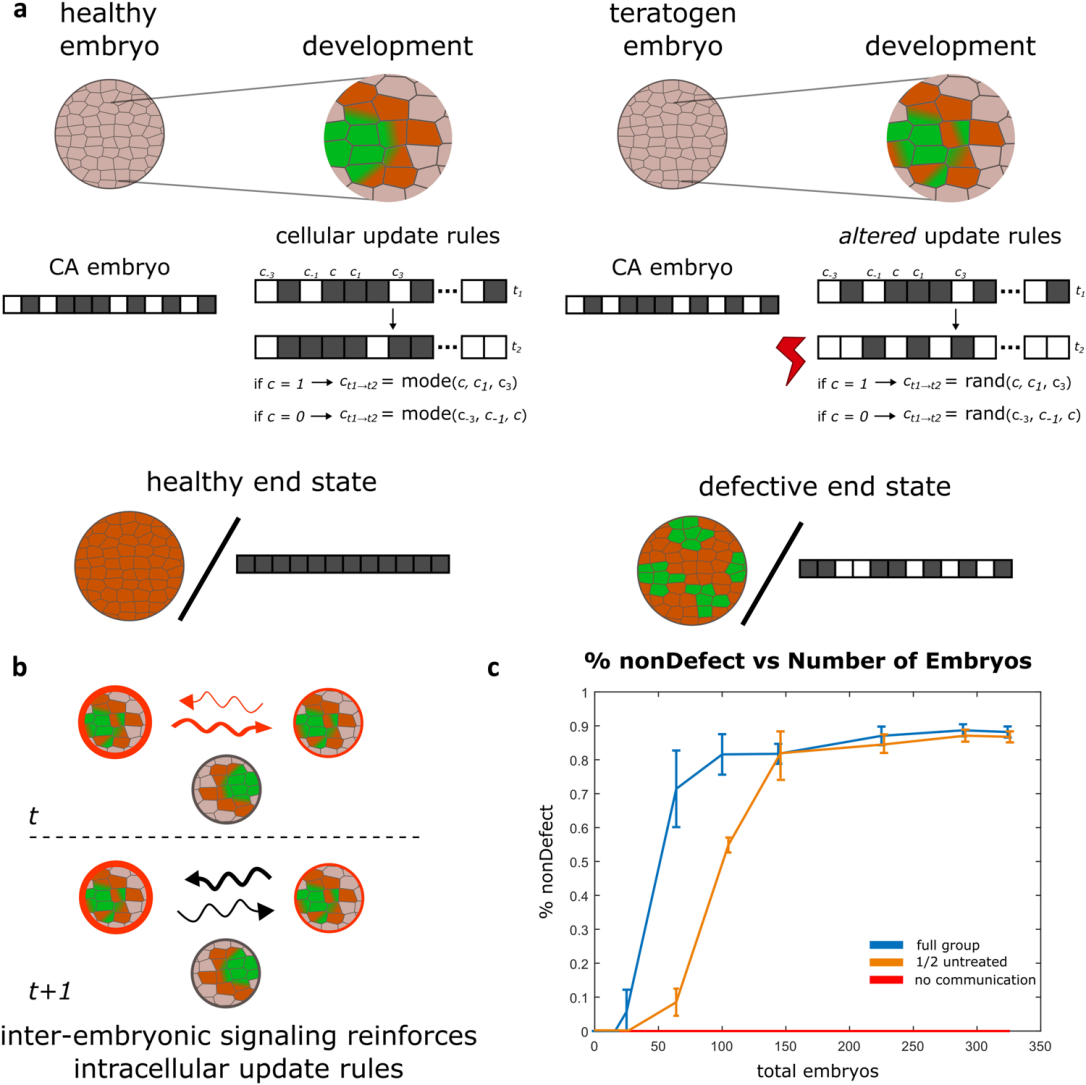
Computational agent-based model of CEMA. **a** Cartoon example of healthy and teratogen-influenced development. Left, an ECA, a 1D array of 0's and 1's, has an initial configuration of 40% 0's (white) and 60% 1's (black). ECA follows the GKL update rule, solving the majority problem by converging to all 1's. Right, an ECA that has noise induced by teratogens, which does not successfully solve the majority problem. **b** A cartoon example of inter-embryonic signaling from time *t* to time *t* + *1*. Embryos signal their current health (red) at time t and supportive signals (black) at the next timestep to their neighbors and nearest neighbors. Embryos that have not been exposed to the teratogen cannot participate. **c** Data from the simulation shows that inter-embryonic signaling, CEMA, aids in development in the presence of noise (blue line). Without this communication, development fails in the presence of noise (red line). When half of a cohort is comprised of untreated embryos, they do not participate, and therefore the effect is lower (orange line). Each experiment included the number of embryos equal to the total embryos indicated on the *x*-axis and each experiment was repeated 50 times. The bars on the graph are 95% confidence intervals and the center represents the mean. Source data are provided as a Source Data file.

Teratogens cause defective development or death by disrupting the endogenous, exquisitely coordinated cellular processes (such as sensing and information processing) that are required for morphogenetic coordination. Thus, we chose to model teratogenic perturbations in development as noise introduced as an alternate update rule, causing cells to mimic a single neighbor’s state at random rather than following the GKL rule (see Supplementary Fig. 3). This noise is sufficient to cause dysfunction in how ECAs develop over time, resulting in incomplete or incorrect solutions at the end of the simulation (Supplementary Fig. 3).

To model conspecific interactions between embryos, we introduced a communication paradigm that relies on local communication in groups, similar to the local interaction between cells *within* ECAs (described above), but now at the level of interaction *between* ECAs. First, ECAs (representing embryos in a cohort) were given a spatial location on a 2D grid (i.e., growing embryos in a square configuration). Each ‘embryo’ was assigned a health value, which can vary between 1 (perfectly healthy) and 0 (dead) but was set at 1 for all ‘embryos’ at the start of the simulation (Supplementary Fig. 4). To model teratogen exposure, there is a chance (parameterized to 80%) that each embryo may be affected by noise (representing the deleterious effects of the reagent on the accurate functioning of the cellular machinery), in which case the embryo’s health value is decreased by a percentage (parameterized to 70%). At each timestep, embryos that have been ‘exposed’ in this timestep or in previous timesteps broadcast their health value to their immediate neighbors and to their neighbor’s neighbors (via a more diffuse and weaker signal; see Fig. 4 and “Methods” for details). This neighbor’s neighbors’ interaction proved to be a vital ingredient, as when the model was tested without it, survival plummeted for the same parameterization (Supplementary Fig. 5A). As could be expected for a biological stress signal, an ‘embryo’ in the model broadcasts if and only if it has been exposed. To simulate CEMA, at the next timestep (and until the end of the simulation), each embryo that received the health/stress signal shares a supportive signal in response. This supportive response scales with the cell’s health value and, modeling our experimental finding that only exposed embryos can provide the CEMA effect, only ‘exposed embryos’ send a supportive signal. Incoming supportive signals are integrated as a weighted average. Additionally, we introduced a mechanism in which the healthier an embryo is (the closer its health status is to 1), the less it weights its neighbors’ input and increases its own signal’s weight; conversely, the unhealthier an embryo is, the more it weights its neighbor’s input and decreases its own weight. Importantly, the model is designed to ensure that an embryo has no ‘knowledge’ of its neighbors’ internal processes (we do not assume that embryos can sense the ground truth of the internal states of neighboring embryos). Instead, embryos can only send local signals that support (or destroy if the cell is noisy) update processes.

Based on the experimental data presented above, our hypothesis is that inter-embryonic signaling is a key mechanism in the collective robustness of morphogenesis. We thus simulated the development of embryos as singletons or in groups, similar to how embryos were grown in small or large groups. The results (Fig. 4) indicate that inter-embryo communication is essential for normal development in the presence of noise and that large groups are much more effective at achieving normal development than smaller groups, matching the embryo data in Fig. 1c. Overall, our agent-based simulation demonstrates that in morphogenetic systems in which emergent outcomes arise from local rules, collective dynamics can help stabilize against perturbation and noise (uncertainty) through local signaling mechanisms between agents.

### RNAseq analysis reveals the transcriptional signature of CEMA

Morphogenesis is the result of numerous biochemical, bioelectrical, and biomechanical signals, all of which feed into transcriptional changes that canalize physiological events into cell differentiation and other long-acting morphogenetic modules. We next asked to what extent the CEMA effect involves changes at the transcriptional level: does gene expression reflect the differential responses to challenges that we observe in small vs. large groups? We performed RNA sequencing (RNA-seq) on *Xenopus* samples derived from large (300-embryo) and small (100-embryo) groups of conspecifics that were either untreated or exposed to thioridazine. 

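The stage 25 data comprised 12 RNA-seq libraries of whole *Xenopus laevis* embryos, 3 from each of 4 groups: untreated groups of 100 embryos, untreated groups of 300, thioridazine-treated groups of 100 and thioridazine-treated groups of 300. Thioridazine, a dopamine receptor antagonist, was present at 90 µM from stage 12.5 to stage 25 by the paper's text, and each library was made from a pool of 15 embryos. A figure legend of the paper gives another concentration and other stages, and its methods name stage 35 for the RNA samples and a later end of treatment. Ribosomal RNA was depleted, and single-end reads were sequenced. The authors trimmed and aligned the reads and deposited RSEM expected counts per gene, which are estimates in which a read that fits several genes is divided between them, so that 25.7% of the values were not whole numbers. They also deposited a table of log2 CPM, the count of a gene scaled to the total of its library. The total expected count per library ranged from 3550845 to 6540861 (median 3701983) in untreated groups of 100 and from 5496905 to 7222013 (median 6720632) in untreated groups of 300. In thioridazine-treated groups it ranged from 3639288 to 7822395 (median 6709207) at 100 embryos and from 3497198 to 7379636 (median 5147104) at 300. The expected counts were rounded to whole numbers, and 21731 of 42638 genes had at least 1.8 CPM in at least 3 libraries. They were normalized by TMM and compared with edgeR's quasi-likelihood test in 1 fit of the 12 libraries. Libraries with the same replicate number varied together: each of the 12 libraries correlated best with a library of its own number, so results with the replicate number as a block are given where they differ. *X. laevis* carries most genes as a pair of closely related copies, marked .L and .S, and reads shared by such copies leave the value of each copy uncertain.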

A randomly selected group of 15 embryos were collected from each group (*N* = 3 samples/group) either immediately after thioridazine treatment (developmental stage 25) or after brief recovery in MMR media (developmental stage 35). At stage 25, we observed weak separation across groups when batch-corrected data was assessed by principal component analysis, with particular overlap across the untreated group with a large number of conspecifics and both thioridazine groups (Supplementary Fig. 6). 

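Thioridazine raised 19 genes and lowered none, averaged over both group sizes (6 libraries against 6, adjusted p under 0.05 from edgeR's quasi-likelihood test). cyp2j2.L, which encodes a cytochrome P450, was at 2.98 ± 0.2 CPM (SD, n = 3) in untreated groups of 100 and 17 ± 2.14 in thioridazine-treated groups of 100. In the groups of 300 it was at 2.62 ± 0.456 and 10.5 ± 0.915 (SD, n = 3). Its log2 fold change was 2.24 (standard error 0.17, adjusted p = 1.04e-04 from edgeR's quasi-likelihood test). It was higher in 6 of 6 pairs, which gives no separate support, since the gene was named for its small p in these libraries. Of 35 genes of cholesterol synthesis and uptake, 30 lay above 0, with a median log2 fold change of 0.31. In this list 3 genes were higher over all genes tested and 8 when adjusted over the list alone, and none was lower. The list had an adjusted p of 9.4e-32 with camera at a preset correlation and 0.00533 with an estimated correlation. ldlr.L, which encodes the low-density lipoprotein receptor, had a log2 fold change of 2.50 (standard error 0.33, adjusted p = 0.0173 from edgeR's quasi-likelihood test) and ldlr.S one of 1.85 (standard error 0.25). For insig1.S, a regulator of sterol synthesis, it was 1.46 (standard error 0.21). Among 44 immediate early genes, which respond within minutes to hours of a stimulus, junb.L, junb.S and nr4a1.L were higher over all genes tested, and 20 when adjusted over the list alone (camera adjusted p = 8.69e-47, and adjusted p = 0.0183 with an estimated correlation). nr4a1.L was at 7.25 ± 0.567 CPM (SD, n = 3) in untreated groups of 100 and 35.8 ± 15.7 in thioridazine-treated groups of 100. Of 46 genes of the unfolded protein and integrated stress response, 1 was higher over all genes, psat1.S, an enzyme of serine synthesis (adjusted p = 0.0455 from edgeR's quasi-likelihood test), and 6 when adjusted over the list alone (camera adjusted p = 1.87e-26, and adjusted p = 0.0278 with an estimated correlation). With the replicate number as a block, 94 genes were higher and none lower. The adjusted p with an estimated correlation was 0.0709 for cholesterol synthesis, 0.0709 for immediate early genes and 0.114 for the stress response.

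The 500 most variable genes separated the libraries by replicate number. Component 1 held 54.6% of their variance and component 2 held 13.6%, and differences between replicate numbers made up 97.3% and 96.8% of these scores. Differences between the 4 groups made up 14.5% of the total variance (exact permutation test over 15400 arrangements, one-sided, p = 0.904). Each group holds 1 library of each replicate number, and differences between these numbers made up 66.6% of the total variance. Arrangements that share the numbers unevenly take up part of it (median over arrangements 26.1%). A high p was therefore largely set by the design and does not show that the groups are alike. With the mean of each replicate number removed, the groups made up 43.4% of what remained (exact permutation test over 576 arrangements within replicate numbers, one-sided, p = 0.00868). The squared distance between group means was then 0.992 times that expected without group differences between the thioridazine-treated groups of 100 and of 300, 1.43 times between the untreated groups, and 1.64 and 1.68 times between untreated groups of 300 and thioridazine-treated groups of 100 and of 300. Between untreated groups of 100 and the same thioridazine-treated groups it was 1.46 and 2.01 times. The 19 genes fell to 2 without thioridazine 100 replicate 2, untreated 100 replicate 2 or untreated 100 replicate 3, to 3 without untreated 100 replicate 1 and to 5 without untreated 300 replicate 2. DESeq2 called 50 genes, of which 2 were lower, and limma voom with 2 surrogate variables called 127, of which 4 were lower. Of alternatives chosen after seeing the data, DESeq2 with the block called 118 higher and 2 lower, and edgeR without the libraries numbered 1 called 28, all higher. Exchanging treatment labels within group sizes gave at least 19 genes in 7 of 100 cases, counting the real one, so chance was not excluded for the count without the block. With the block 1 of 32 exchanges within pairs, the real one, reached 94, and 1 of 32 is the smallest share that this test can give.

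**Figure D1:**
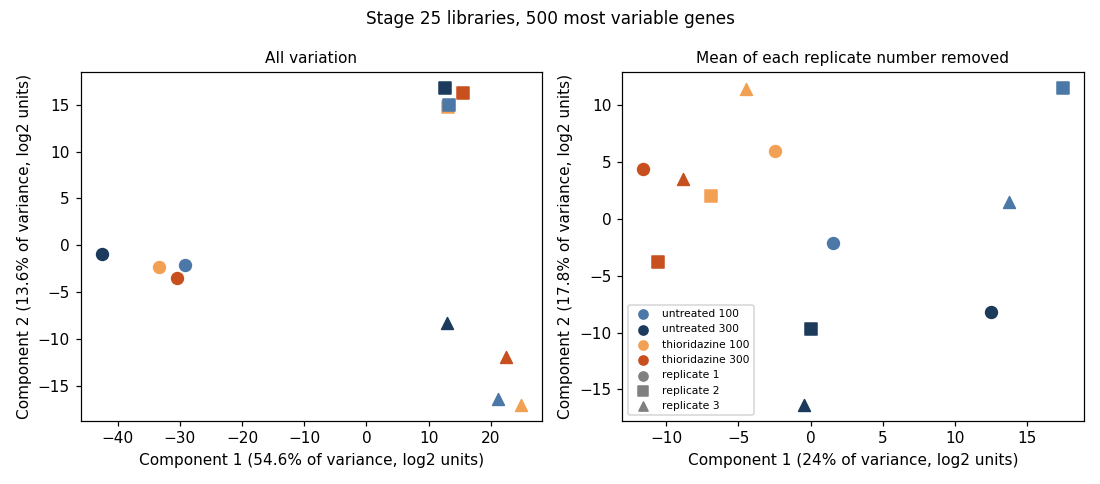
Scores of the 12 stage 25 libraries on the first principal components of the 500 most variable genes, in log2 units, as measured (left) and with the mean of each replicate number removed (right). Colours mark the group and symbols the replicate number. On the left the symbols cluster, with component 1 at 54.6% of the variance.

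**Figure D2:**
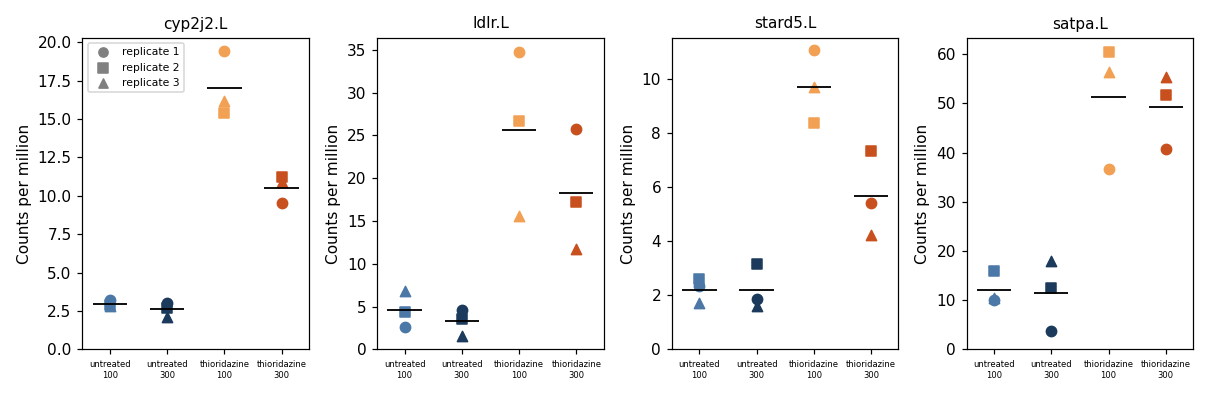
CPM of cyp2j2.L, ldlr.L, stard5.L and satpa.L in each library, with bars at the mean of the 3 libraries in a group and symbols for the replicate number. The thioridazine-treated libraries lie above the untreated library of the same group size and number in 6 of 6 pairs for each gene. cyp2j2.L, ldlr.L and stard5.L were named for their small p in these libraries, and satpa.L was chosen after its values were seen. The pair counts therefore give no separate support.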

Comparison of samples between the large vs. small conspecific groups by differential expression analysis found that no genes passed FDR-correction for either the control naïve or thioridazine-treated embryos. 

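Between untreated groups of 300 and 100 no gene passed the test over all genes, and the genes below are given as values only. frzb.L, which encodes a secreted Wnt antagonist, was at 20.4 ± 3.51 CPM (SD, n = 3) in untreated groups of 100 and 10 ± 2 in untreated groups of 300 (log2 fold change -1.03, standard error 0.24, adjusted p = 1 from edgeR's quasi-likelihood test). nr5a2.S, a nuclear receptor of the endoderm, was at 55.6 ± 9.09 and 26.5 ± 5.21 (SD, n = 3, log2 fold change -1.06, standard error 0.27). Both were lower in 3 of 3 pairs. In the other direction, stat3.1.L was at 32 ± 2.4 in untreated groups of 100 and 47.9 ± 7.81 in untreated groups of 300 (log2 fold change 0.58, standard error 0.17), higher in 3 of 3 pairs. frzb.L, nr5a2.S and stat3.1.L were named for their small p in these libraries, so their pair counts give no separate support. The median log2 fold change was -0.46 over 23 genes of endoderm, liver and pancreas, 4 of which lay above 0. Camera gave this list an adjusted p of 2.53e-09 with a preset correlation and 0.247 with an estimated correlation. sox17a.S, a transcription factor of the early endoderm, had a log2 fold change of -0.98 (standard error 0.41). Of 19 genes of the pronephros, the embryonic kidney, 8 lay above 0, with a median of -0.21 (camera adjusted p = 1.21e-05, and adjusted p = 0.111 with an estimated correlation). The kidney transporter gene slc12a1.L had a log2 fold change of -0.93 (standard error 0.25). Other lists lay higher in groups of 300: 35 of 38 genes of neural progenitors lay above 0, with a median of 0.27 (camera adjusted p = 2.21e-07, and adjusted p = 0.86 with an estimated correlation). The median of this list was 0.71 in the pairs numbered 2 and 3 and -0.278 in the pair numbered 1. Of 28 heat shock proteins 26 lay above 0, with a median of 0.23 (camera adjusted p = 1.34e-04, and adjusted p = 0.111 with an estimated correlation). In all 11 of 40 lists passed camera with a preset correlation, 6 higher and 5 lower, and 0 with an estimated correlation, and 9 of 10 splits of the libraries gave as many as 11. No member of these 4 lists was past the threshold when adjusted over the list alone. With the replicate number as a block, 13 endoderm genes and 7 pronephros genes were lower when adjusted over the list alone.

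In thioridazine-treated embryos, ppp1r14a.S was at 14.2 ± 0.756 CPM (SD, n = 3) in groups of 100 and 23.1 ± 2.99 in groups of 300 (log2 fold change 0.70, standard error 0.19, adjusted p = 1 from edgeR's quasi-likelihood test). serpind1.L was at 13.5 ± 2.48 and 5.66 ± 0.941 (SD, n = 3, log2 fold change -1.23, standard error 0.31). The median over 39 genes of the hypoxia response was 0.19, with 30 above 0 (camera adjusted p = 9.19e-07, and adjusted p = 0.596 with an estimated correlation).

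Of 21731 genes tested, 0 differed between untreated groups of 300 and 100 at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 383 had an unadjusted p under 0.05, where 1087 are expected by chance. This fit leaves the spread between replicate numbers in its error, so a count below 1087 does not show that differences are absent. DESeq2 called 1 gene, and limma voom, with or without 2 surrogate variables, called 0. Between the thioridazine-treated groups edgeR called 0, with 158 at an unadjusted p under 0.05, DESeq2 called 3, limma trend on the authors' log2 values 1 and limma voom 0. The block on the replicate number left both edgeR counts at 0, with 1649 and 648 genes at an unadjusted p under 0.05, where 1087 are again expected by chance for each. With the block and 1 library left out, a combination chosen after seeing the data, the counts were 0 to 47 and 0 to 3, and both highest counts came without untreated 100 replicate 1. Alternatives chosen after seeing the data gave other counts for the untreated groups: DESeq2 with the block called 33 genes, all lower in groups of 300 and including both copies of sox17a, and edgeR with the block and without the libraries numbered 1 called 1003. Of these 1003 genes, 24.3% had the same direction in the pair numbered 1. DESeq2 with the block was not tested on simulated data, where edgeR with the block made 18 false calls among 124. In simulated data of this design, edgeR recovered 57.6% of genes changed 4-fold and 0% of genes changed 2-fold between untreated groups without the block, and 93.9% and 55.2% with it.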

We conclude that by stage 25, the mechanisms implementing CEMA have not had a significant impact on gene expression profiles.

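Expression of p2rx1.L, a gene for an ATP-gated ion channel of the kind that the paper links to communication between embryos, was 6.74 ± 3.44 CPM (SD, n = 3) in untreated groups of 100, and 6.19 ± 1.27 in untreated groups of 300. It was 6.42 ± 3.29 in thioridazine-treated groups of 100 and 4.74 ± 3.47 in thioridazine-treated groups of 300 (SD, n = 3). Its log2 fold change between group sizes was -0.15 in untreated embryos (standard error 0.51) and -0.44 in thioridazine-treated embryos (standard error 0.52). It was higher in groups of 300 in 1 of 3 untreated pairs and in 0 of 3 thioridazine-treated pairs. p2rx2.L had 0.383 to 0.679 CPM as group means and was below the filter. The median log2 fold change over 25 purinergic receptors and genes of ATP release was -0.03 for thioridazine against untreated (camera adjusted p = 0.738).

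Averaged over both treatments (6 libraries against 6), 0 genes differed between groups of 300 and 100 by edgeR's quasi-likelihood test, with 293 at an unadjusted p under 0.05, 2 by DESeq2, 1 by limma trend on the authors' log2 values and 0 by limma voom. The replicate block left the edgeR count at 0, with 1121 genes at an unadjusted p under 0.05, where 1087 are expected by chance. With alternatives chosen after seeing the data, DESeq2 with the replicate block called 6, and edgeR with the block and without the libraries numbered 1 called 1032 (531 higher and 501 lower). stat3.1.L was higher in 6 of 6 pairs (log2 fold change 0.46, standard error 0.12) and slc12a1.L, a sodium, potassium and chloride cotransporter of the kidney, lower in 6 of 6 pairs (log2 fold change -0.79, standard error 0.18). Neither passed the adjusted threshold, and both were named for their small p in these libraries, so their pair counts give no separate support. For the difference between the group-size responses of thioridazine-treated and untreated embryos, edgeR called 0 genes, with 215 at an unadjusted p under 0.05, DESeq2 1, and limma voom with 2 surrogate variables and the replicate block 1. With the block edgeR again called 0 for this difference, with 1176 genes at an unadjusted p under 0.05, where 1087 are expected by chance. The hypoxia response list had a median difference of 0.43 between these responses, with 27 of 39 genes above 0 (camera with a preset correlation, adjusted p = 4.51e-09, and adjusted p = 0.254 with an estimated correlation).

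From the weak separation in the principal component analysis and the absence of genes past the adjusted threshold between group sizes, the paper concludes that the mechanisms behind the group effect had not significantly changed gene expression by stage 25.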

However, at stage 35, transcriptional separation was observed between differently sized and treated groups (Supplementary Fig. 6). Differential expression analysis revealed 32 significantly changed genes (FDR < 0.05) between embryos housed in untreated control groups of 300 vs. 100 in control media, with 30 genes increased and 2 genes decreased in the larger (300-embryo) group compared to the smaller group (Fig. 5a and Supplementary Table 1). This reveals that even in the absence of an external morphogenetic stressor, gene expression is sensitive to the size of the developmental cohorts.

**Fig. 5:**
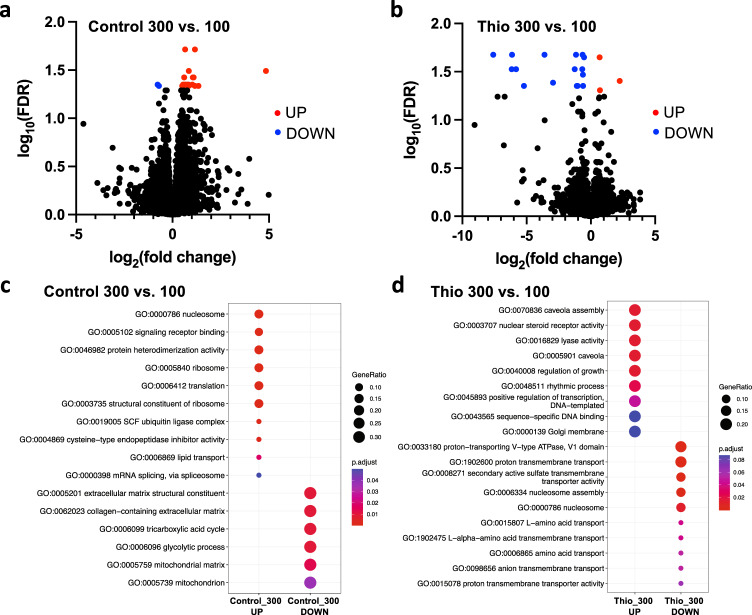
Increasing cohort size induced changes to the transcription of different small sets of genes in control and thioridazine-treated embryos. Volcano plots of differential expression data for large (300 embryos) compared to small (100 embryos) groups of **a** control and **b** thioridazine-treated embryos. Genes undergoing significant changes in expression (FDR < 0.05) are highlighted in red (increased expression) and blue (decreased expression). Pathway analysis for comparison of large vs. small numbers of conspecifics in the **c** control and **d** thioridazine treatment conditions. Pathway analysis was performed by over-representation testing of the differentially expressed genes (FDR < 0.1) in the gene ontology (GO) terms/pathways and over-represented pathways were identified at a significance threshold of FDR < 0.1. The size of the dots reflects the gene ratios (number of significant genes associated with the GO term/total number of significant genes associated with any GO term), and the adjusted *p*-value (FDR) reflects the significance. Source data are provided as a Source Data file.

For embryos exposed to thioridazine, 19 unique genes were differentially expressed between embryos housed in groups of 300 vs. 100, with 3 genes increased and 16 genes decreased in the larger (300-embryo) group (Fig. 5b), revealing that the presence of large numbers of conspecifics modifies the transcriptional response to teratogen exposure. It must be emphasized that our analysis is not simply picking up conventional transcriptional responses to a teratogen: the data in Fig. 6 reflect differential responses to the same insult in large vs. small cohorts. Thus, distinct transcriptional signatures exist for both conditions: simply developing in a large group (with no exogenous stressors) induced changes in gene expression, as did specifically being in a large group responding to a teratogen.

**Fig. 6:**
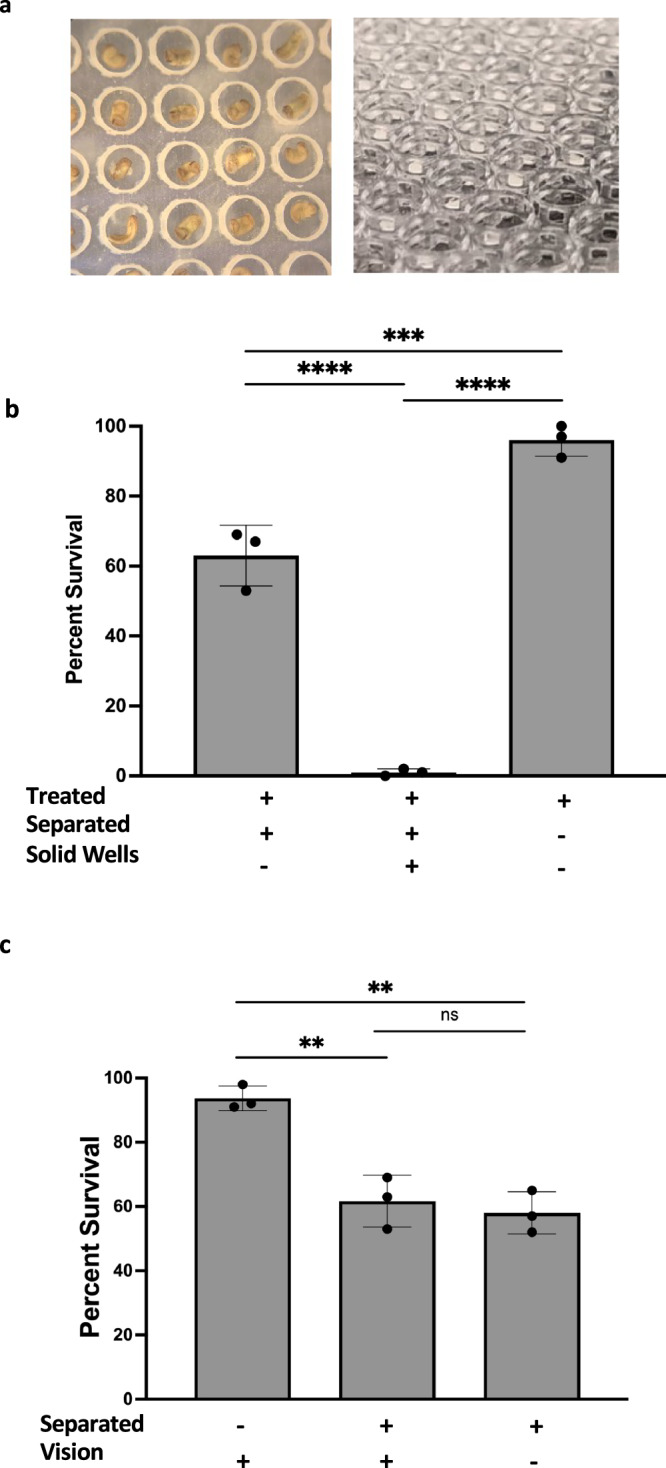
CEMA requires diffusion but not physical contact. **a** Images of embryos undergoing thioridazine treatment in a standard physical isolation device (left) and an image of a diffusion-enhanced physical isolation device (right). **b** Groups of *n* = 300 embryos were treated with thioridazine and were isolated using windowed wells, solid wells, or unseparated. ****p < 0.0001 and ***p = 0.0010. **c** Groups of *n* = 300 embryos were either put into clear or opaque separation devices or left unseparated and treated with thioridazine. **p = 0.0021 between -separated,+vision and +separated,+vision and **p = 0.0012 between -separated,+vision and +separated,-vision. **b**, **c** were both analyzed using one-way ANOVA and Tukey tests. Values are means ± SD. All treatments are normalized to the mean of non-treated controls’ spontaneous defects. Source data are provided as a Source Data file.

We computationally identified biological structures and pathways potentially impacted by these transcriptional changes through over-representation testing amongst highly expressed genes (FDR < 0.1). In the control group, pathways related to nucleosome activity, signaling receptor binding, translation, and ribosomal pathways were over-expressed (FDR < 0.1) in the 300-embryo group compared to the 100-embryo group, while those related to extracellular matrix, glycolytic, and mitochondrial processes decreased (Fig. 5c). In thioridazine-exposed embryos, the expression of genes associated with signaling pathways, including caveolae and nuclear steroid receptors, was increased in embryos housed in groups of 300 vs. 100 (Fig. 5d). In contrast, genes involved in multiple membrane transport pathways were decreased in the larger group, including proton transmembrane transport. Together, these findings suggest that embryonic transcriptional programs are sensitive to the number of individuals in a cohort. In addition, the regulation of a small, diverse set of genes involved in multiple modes of signaling, between stages 25 and 35, is a signature of group resistance to teratogens.

### A diffusible molecule as a mode of communication

We next performed several functional blocking experiments to identify the modality responsible for the CEMA effect. First, to evaluate whether physical contact between embryos is required, 3D-printed separation devices were made. A clear, transparent plastic was used to create a platform with individual wells, measuring 1.80 mm tall and 1.80 mm wide, in which embryos could be placed (Fig. 6a). The entire separating device was placed inside of a dish thus allowing embryos to be physically separated, but still share media. A large (*n* = 300) group of embryos was separated into individual solid, clear plastic wells while treated in thioridazine. While the wells were separate, the medium could diffuse freely across the top of the wells. Separating the embryos dropped the survival rate to 1.3% compared to 96% in groups where embryos were not separated from each other (Fig. 6b) (*N* = 3, *p* < 0.001 using Welch’s *t*-*t*est). To increase diffusion in the separation devices, new constructs were designed so that the walls of each well had windows that would not hinder diffusion. Animals treated with thioridazine in these new wells had an increased survival rate (63%) compared to the solid well-separated animals (1.3%) but were still lower than that for unseparated animals (96%) (Fig. 7b) (*N* = 3, *p* = 0.0005 using ANOVA). While testing for physical touch, optical cues were also tested through the use of the same separation device, but made from an opaque black plastic that prevented the sharing of optical cues. The results of blocking vision were not significantly different from blocking physical contact alone. Embryos left unseparated had an average survival of 93.7% while those treated in clear plastic had an average survival rate of 61.7% and 58.0% from those that were visually isolated (Fig. 6c). Based on these data, we concluded that the most likely medium of inter-embryo influence is a short-range chemical signal.

**Fig. 7:**
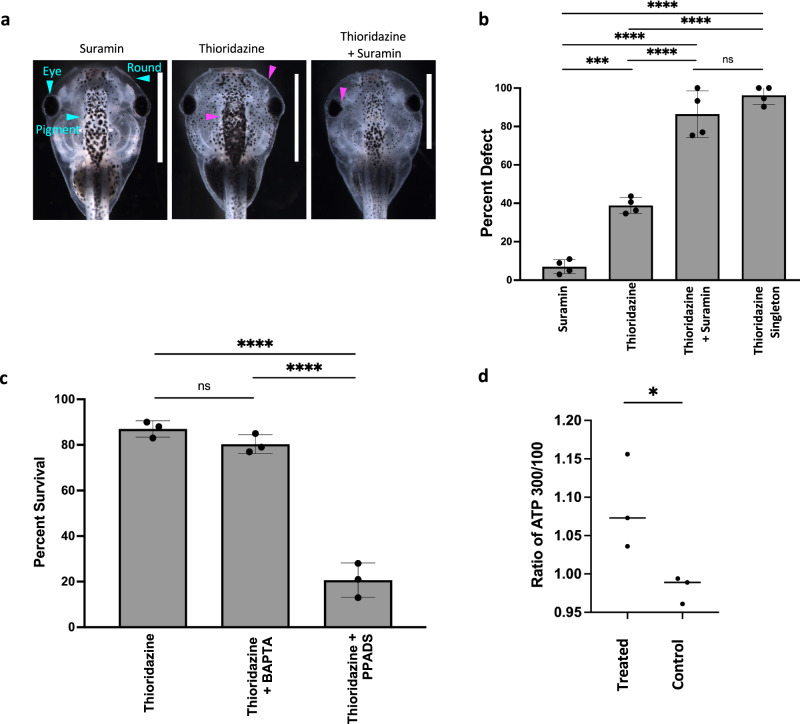
ATP/P2X receptors may mediate CEMA. **a** Suramin eliminates the protective effect of large group size against thioridazine-induced craniofacial defects and death. Tadpoles in groups of 300 were treated with 100 µM suramin, 90 µM thioridazine, 90 µM thioridazine and 100 µM suramin together, and compared to 90 µM thioridazine exposure as singletons. Blue arrows showing normal eyes, pigmentation, and head shape. Purple arrows show defects in those regions. **b** Percent defect of each group (*n* = 300 for each group) was then quantified. ****p < 0.0001 and ***p = 0.0002. **c** Thioridazine concentration was constant at 90 µM across all treatments and calcium or P2 receptor blockers were added. Calcium was depleted using 5 µM BAPTA. P2 receptors were inhibited with 100 µM PPADS. Each treatment group had a total of n = 300 embryos. ****p < 0.0001. **d** Quantification of extracellular ATP concentration. *p = 0.0443. Each dot represents the average of a group of three replicates. All animal images are dorsal views, and are oriented with the anterior end at the top of the image. For all data: values are plotted as mean ± SD, one-way ANOVA, and Tukey tests were conducted, and ***p ≤ 0.001, **p ≤ 0.01, *p ≤ 0.05. All treatments are normalized to the mean of non-treated controls’ spontaneous defects. Scale bars represent 2 mm. Source data are provided as a Source Data file.

### Interfering with calcium and P2 receptors blocks the CEMA effect

To help identify the molecular nature of the diffusible signal, we focused on ATP, which is a known signaling molecule implicated in morphogenetic coordination in a range of model systems^86–88^, as well as mediating long-range contraction responses after injury^51^. It is also rapidly diffusible, which makes it a plausible target given all of the above data. Studies have shown calcium and ATP acting in a range of different communication pathways, including injury response and intercellular communication^89–94^. Calcium waves in particular have been shown to act as communicators for damage and regeneration^93,95–97^, suggesting these as potential candidates for inter-embryo signaling mechanisms for CEMA. We made use of a loss-of-function reagent known to block ATP signaling via the P2X/P2Y receptors: the purinergic receptor type 2 antagonist suramin^98–101^ to see whether it would prevent the CEMA effect and render large groups as susceptible to defects as small ones^93,94,102^.

Consistent with our results above, animals treated with thioridazine as singletons had a 96.2% incidence of defects; treating embryos in groups of 300 reduced this to 38.8%. Including suramin with thioridazine in a large group (300) treatments resulted in an incidence of 86.4%, not significantly different from the rate for embryos treated as singletons, suggesting suramin blocked the protective effect of the large group. Suramin by itself induced some defects in embryos treated in groups of 300, but only in an average of 7% of embryos (Fig. 7a, b) (*N* = 3). In an effort to identify a more precise molecular target, we focused on suramin’s two major targets: calcium and P2 receptors. Previous studies have shown that PPADS blocks a number of different metabotropic and ionotropic receptors, including the P2 receptors^103,104^, and BAPTA was used as a calcium chelator to investigate calcium’s role. When thioridazine was used in conjunction with BAPTA, the average survival rate of a group of 100 embryos was 80.3% which was not significantly different from thioridazine alone, 86.7%. Using PPADS with thioridazine also caused a drop of average survival to 20.7% (Fig. 7c). These data indicate that calcium stores and P2 receptors are involved in the CEMA effect. To further investigate whether ATP is involved, we measured extracellular ATP levels with the hypothesis that larger groups expel more ATP into the media that signal to other embryos. Media from treated and control animals were harvested, and an ATP determination kit was used to quantify concentrations in the two conditions. Ratios of ATP concentration of the large group over the small group revealed that the average extracellular ATP concentration in treated groups was 1.073 μM while control groups had an average of 0.989 μM (Fig. 7d). This increase further supports a potential ATP-based mechanism for CEMA.

### Mechanical damage in *Xenopus* induces intracellular calcium waves in distant, uninjured conspecifics

We next sought to directly visualize the physiological dynamics that could underlie coordination between embryos using an acute mechanical injury assay. We reasoned that we may be able to observe such dynamics in the embryonic collective, and made use of a genetically encoded fluorescent calcium reporter, GCAMP6S. To directly visualize if *Xenopus* are sensitive to the damage of conspecifics, we first measured calcium signaling dynamics in GCAMP6S-expressing embryos exposed to mechanical injury as well as calcium activity in distant, uninjured embryos that share the same pool of 0.1x MMR media. We chose mechanical injury because it enabled a precise, known time point relative to which we could examine embryonic neighbors’ activity. Experiments were conducted in custom channels to ensure repeatable media volume and embryo spacing paradigms (Fig. 8a). Mechanical damage is well-known to induce calcium waves within a single organism that aid in cell-cell coordination and permit rapid wound closure in *Xenopus* embryos in response to superficial injury^49,50^.

**Fig. 8:**
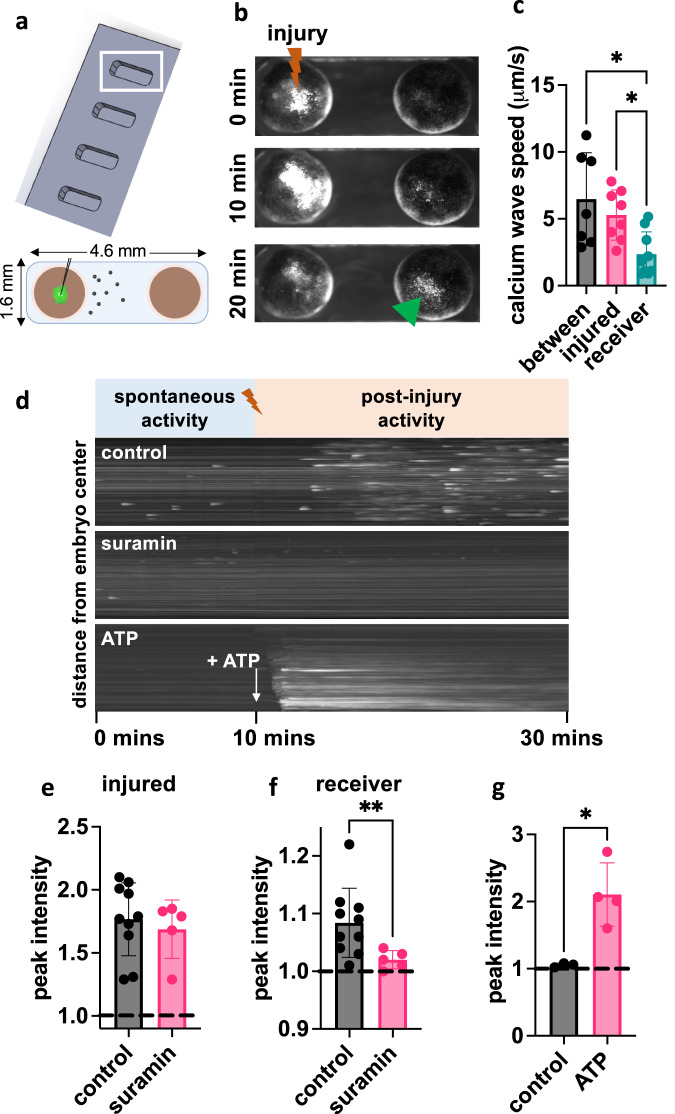
Mechanical damage in Xenopus induces calcium waves in distant, uninjured conspecifics. **a** Dimensions for holder and embryo arrangement for injury experiments. **b** Fluorescent images of GCAMP6S-expressing embryos at 0-, 10-, and 20-min post-injury for untreated stage 10–12 embryos. The injured embryo is on the left and the neighboring uninjured embryo is on the right. **c** The speeds of GCAMP6S signal propagation between and within embryos. Speeds were compared using the Kruskal–Wallis test, assessing differences in speed between embryos (*n* = 7) and within injured (*n* = 8) and receiver (*n* = 9) embryos; *p < 0.05. **d** Kymographs of receiver embryo calcium dynamics before injury (spontaneous activity) and post-injury under control, suramin, and ATP conditions. Maximum GCAMP6S signal for **e** injured and **f** receiver embryos from the control (*n* = 10) and suramin-treated (*n* = 5) groups. Intensities are normalized to the mean of the pre-injury spontaneous activity. Groups were compared separately for injured and receiver embryos using the two-tailed Welch’s *t*-test; **p = 0.009. **g** Maximum GCAMP6S signal for embryos exposed to a bolus of MMR media (control; *n* = 3) or ATP (*n* = 4). Groups were compared using the two-tailed Welch’s *t*-test; *p = 0.01. All error bars represent the standard deviation. Source data are provided as a Source Data file.

Prior to injury, a low level of spontaneous flashes of calcium activity was detected. These spontaneous activity levels were quantified over 10 min of recording and used as a normalization factor for injury experiment quantification. Mechanical injury by a pulled glass needle induced a robust cell-to-cell calcium wave within the injured embryo (Supplementary Movie 1) and injury dynamics were recorded for 20 min post-injury. We observed that the injury wave was transferred to the second embryo sharing the same channel (Fig. 8b and Supplementary Movie 2), which was not itself manipulated in any way. Furthermore, we observed multiple injury wave transfers when an individual was injured within a group of 10 embryos (Supplementary Movie 3).

We measured cell-to-cell injury wave speeds of 6.7±3.48 μm/s in the injured embryo (*N* = 7), 5.28±1.89 μm/s between embryos (*N* = 8), and 2.36±1.66 μm/s in the uninjured embryo (*N* = 9). The wave speed in the uninjured embryo was slower than both the inter-embryo (*p* = 0.023) and injured embryo (*p* = 0.045) speeds (Fig. 8c). To more easily visualize calcium dynamics over time, the microscopy videos of the uninjured embryo were transformed into kymographs depicting the pre-injury spontaneous activity and post-injury activity (Fig. 8d) and intensity vs. time curves (Supplementary Fig. 7). For untreated receiver embryos, post-injury calcium activity was detected within 5–10 min following mechanical damage in the adjacent injured embryo. Calcium dynamics in the receiver embryo included a combination of sporadic bursting activity as well as lower, background levels of consistent calcium activity. Across replicates (*N* = 10), the median peak of calcium activity in the injured embryo was 1.77-fold higher than spontaneous activity levels (*p* < 0.0001) and 1.08-fold change over spontaneous activity in the uninjured embryo (*p* = 0.002). Furthermore, the injury wave crossed distances of >1 mm in the medium, suggesting that diffusible molecules may allow for long-range signaling and detection of tissue damage between conspecifics.

### Suramin treatment attenuates injury waves between embryos

We then tested if inter-embryo injury wave propagation uses signaling mechanisms necessary for CEMA by testing the P2-purinoceptor antagonist suramin, which interferes with ATP signaling. Embryos treated with suramin (*N* = 5) were tested in the injury wave assay and compared to a compiled set of controls (*N* = 10). No treatment suppressed GCAMP6S intensity in injured embryos below that of controls (Fig. 8e). Calcium waves traveled from the epicenter of injury to the edge of the embryo as observed in controls. However, injury wave transfer to adjacent embryos was attenuated compared to untreated embryos in the case of suramin treatment (*p* = 0.009; Fig. 8e, f), suggesting that suramin suppresses only the *propagation* of the wave from the injured embryos to adjacent embryos. The mean peak of calcium activity was 1.08-fold change over spontaneous activity levels in the uninjured embryos in control media and 1.02-fold change over spontaneous activity in uninjured embryos treated with suramin (Fig. 8f). As suramin is defined as a P2 receptor antagonist, this finding suggests that injury signaling between conspecifics could involve ATP signaling. Indeed, when we apply a bolus of ATP, GCAMP6S is increased (*p* = 0.01) in uninjured embryos (2.11-fold change from spontaneous) over embryos exposed to a bolus of control media (1.05-fold change from spontaneous) (Fig. 8d, g and Supplementary Movie 4). However, the representation of the GCAMP6S signal in a kymograph (Fig. 8d) shows that the calcium *dynamics* are substantially different between the mechanical injury scenario and the application of a bolus of ATP. This difference in dynamics may occur because the mechanically injured embryo continuously releases diffusible molecules, including ATP, into the shared media pool, and the receiver embryo detects these molecules, resulting in prolonged calcium bursting behavior. When a bolus of ATP is applied in the media, the receiver embryo detects all the molecules in bulk, resulting in a strong, but short-lived, signal. Together, these differences suggest that simply applying ATP to media may not mimic the more complex signaling dynamics provided by nearby conspecifics that could provide an additional layer of information apart from the molecule itself. Additionally, because suramin has been shown to exhibit multiple off-target effects beyond its defined P2-purinoceptor antagonism^105^, it is possible that additional molecules beyond ATP contribute to inter-embryo injury wave propagation and ongoing work in our lab aims to fully characterize the diffusible molecules involved in the injury wave effect as well as CEMA.

## Discussion

It is clear that although the hardware components of embryogenesis are encoded by the genome, phenotypic plasticity integrates inputs from the environment^11,21,22,106^. Here, we addressed the hypothesis that embryonic outcomes result not only from the activities of a single embryo’s developmental mechanisms but also from a kind of collective computation^82,107–112^, with stability properties arising from inter-embryo influence. Our results identify a source of lateral influence on development and morphology which resembles molecular- and cell-level collective repair^14,113^.

Increasing cohort size (while scaling the amount of media and drug to be constant per embryo) was sufficient to mitigate the effects of different teratogens, including thioridazine, nicotine, and forskolin (Figs. 1 and 2). As cohort size increased, survival increased and the incidence of defects decreased (Fig. 1c, e), an effect we term Cross-Embryo Morphogenetic Assistance (CEMA). The observation of this protective effect of cohort size against defects induced by thioridazine, forskolin, and nicotine^57,114^ (Fig. 2b, d), indicates that the effect is not specific to disruptors of a specific pathway. To further understand the boundaries of this assistive effect, we also looked at the effect of cohort size on defects known to be induced by overexpression of a dominant mutant of Kir6.1, a transmembrane potassium channel critical for bioelectric signaling during morphogenesis^56^. The protective effect of cohort size held for this disruptor as well (Fig. 2f). Finally, we also show that genetic diversity among cohorts does not affect the magnitude of CEMA and that CEMA is evident in perturbed rearing conditions, where larger treated cohorts have reduced baseline incidence of defects (Fig. 3). We conclude that individual *Xenopus laevis* embryos communicate with each other via instructive signals that protect against teratogenic insults.

These results, particularly the broad effect of CEMA across diverse disruptors and in control conditions, support the idea that robustness in morphogenesis is partly the result of lateral interactions between conspecifics. This has precedence in several related biological systems. Perhaps the earliest (pre-metazoan) involves quorum sensing and coordination in bacteria^115,116^. Others include clutch hatching synchronization in response to perceived predation in birds^31,117^, body color and brain changes in locusts depending on presence of others^118,119^, and growth pattern of plant roots in order to avoid other plants or forage^120–122^. The boundary between the body and the outside world shifts on both ontogenic (developmental) and phylogenic (evolutionary) timescales^16^. Thus, it is perhaps not surprising that a kind of multi-scale dynamic is in play in morphogenetic homeostasis: interactions between cells, known to be crucial for normal embryogenesis, have a parallel in the interaction between embryos in a cohort^14^.

### Molecular components of CEMA

We also gained insight into the mechanism of inter-embryo communication. Evidence of inter-individual communication has been noted in a variety of cases, including quorum sensing^123^, viral lysis-lysogeny^124^, and regeneration^125^. In an effort to understand the modality of communication in CEMA, special culture devices were used to physically separate embryos. Results indicated that CEMA required adjacency but not physical contact (Fig. 6), identifying diffusible chemical(s) as a likely inter-embryo signaling mechanism underlying CEMA. When embryos were physically distanced and prevented from touching, the average survival rate decreased significantly from non-separated, densely situated individuals. While separating embryos influenced survival, visual cues did not have any significant impact on the outcome.

Previous studies have found that following damage, ATP is released in high concentrations into extracellular space and can induce calcium waves^126–129^. In our study, we have shown that increasing the number of embryos in a group has a protective effect when faced with a stressor (chemical or physical) and that either depleting calcium or blocking P2 receptors can eliminate this shielding effect (Fig. 7).

The involvement of P2 receptors in craniofacial development is not surprising as purinergic receptors are found in nearly every tissue in adult animals^130^. In zebrafish, P2X3.1, a paralog of P2X3 mammalian receptors, is expressed in the embryonic head, specifically neural and ectodermal cells. Knockdown of P2X3.1 was shown to result in malformed lower jaws, malformed branchial arch regions, and smaller heads due to defective pharyngeal skeletal development^131^. It was also noted that the loss of signaling also disrupts normal neural crest behavior within the branchial arches. In relation to *Xenopus laevis*, P2 receptors have been detected in the central and peripheral nervous system^132^. The authors note that while each subunit has a distinct expression profile, there are several that are expressed in the head region. At stages 27 and 33/34, the p2rx1.L subunit is localized to a specific region of the hindbrain as well as in the head region, in the branchial arches, and in the cement gland. Expression of the p2rx1.S starts at the cleavage stage and then localizes to the eye field during neurulation till stage 41. The expression of p2rx2.L is mostly found in developing mesoderm derivatives and the nervous system. Expression can be seen in the head region, the brain, and sensory organs like the eyes at stage 41. Finally, a third member of the p2x receptor family is weakly found at the somites (stage 33/34), p2rx6.L. At stage 41, this receptor expression is strong in the head and dorsal regions. Temporally, the start of expression may be unique, but the level of expression for all of them increases during development and reaches a peak at stage 45.

When embryos are physically injured, they elicit a calcium wave that starts at the site of injury, propagates across the embryo, and spreads to a neighboring unharmed embryo (Fig. 8). It should be noted that, as always, the identification of the molecular components underlying the effect is just part of a full explanation. A simple concentration of ATP or any other molecule does not have the bandwidth to specify the information needed for complex morphogenesis as observed here. While it’s formally possible that CEMA involves a counter-teratogen effect rather than a pro-morphogenetic effect (e.g., a signal to degrade teratogenic drugs or mRNA, rather than a signal to improve morphogenesis), we think it unlikely based on the specificity of the effect (failure to cross-protect) and because evolutionarily, it would be much easier to develop mechanisms that support one particular target morphology vs. ones that try to anticipate the huge variety of possible teratogens. Future work will address the dynamic encoding of patterning cues via these molecular implementations, which could include spatial or temporal patterns (e.g., pulse-coding as has been observed with calcium^133–136^).

### Calcium waves as potential inter-embryo mediators of communication about injury/insult

Consistent with previous studies, we found that an intra-embryo calcium wave is induced when mechanical damage occurs^50,51^. Furthermore, we observed for the first time that the calcium wave not only travels across the injured embryo but also into and across adjacent, uninjured embryos (Fig. 8 and Supplementary Movies 1–4). This occurs at a velocity in the same order as that observed for cell-to-cell signaling in developing *Xenopus laevis* embryos (5 μm/s) and injured *Xenopus* neuroepithelium (9 μm/s)^93,137^, but much slower than that observed for cardiac electrical conduction (2–5 m/s), neuronal action potentials (0.5–100 m/s), or cranial blood flow (24–100 cm/s)^138,139^. It is also slower than the long-range signaling observed between injured and uninjured limbs within 5 s of amputation in a model of hindlimb regeneration in *Xenopus*^125^. Further, targeting ATP signaling with suramin, an antagonist of purinergic receptors P2X and P2Y, abrogated both the inter-embryo calcium wave and the CEMA effect against morphogenesis disruptors (Figs. 7 and 8), suggesting a common ATP signaling mechanism. While these results do not directly implicate inter-embryo calcium waves in CEMA, they suggest that embryo damage can cause diffusible signaling molecules to be detected by nearby conspecifics. While a mechanical injury and chemical treatment both induce stress or injury onto the embryo, the methods and scale of doing so are quite different. The mechanical injury serves as an example of a short, discrete stressor, compared to a longer-term, continuous, teratogen-based stressor. The mechanical damage observed in the injury wave assay may induce different signaling responses than that induced by chemical injuries, like thioridazine and nicotine. By probing both modalities of trauma, we were able to examine whether there is a shared mechanism despite their differences. Additional modes of injury should be investigated in the injury wave assay, including possibly chemical and laser-induced damage. The above-implicated mechanisms are not meant to be exclusive, and it’s entirely possible that other modalities are also involved.

### Transcriptional signature of CEMA

Communication between cells and embryos that affects morphogenetic outcomes is likely to involve downstream changes in the expression of developmental genes. In an effort to identify unique transcriptome features between large and small conspecific groups, an RNAseq analysis (using rRNA depletion, to capture more unique features) was done on samples from the thioridazine experiment. Our analyses showed that changes are first detectable between stages 25 and 35, and involve a small number of genes that specifically respond to cohort size and not simply to the action of a teratogen. There were 16 genes that were down-regulated and 3 that were up-regulated (Supplementary Table 1). Many of these are currently of unknown function, but the list includes the V-ATPase, which is well-known to drive morphogenetic events^140–146^, and interesting new components linked to DNA damage and endopeptidase activity. Gene set enrichment analysis showed that genes associated with signaling pathways, including caveolae and nuclear steroid receptors, were increased in large groups, but genes involved in multiple membrane transport pathways were decreased in the larger group (Fig. 5). These changes also distinguish the context of a cohort responding to a challenge vs. simply to the size of a developmental clutch (Fig. 5).

### A model for intra-embryo signaling about developmental disruption/injury

Taken together, the data suggest the following signaling elements (Fig. 9). We propose that in normal conditions, the extracellular concentration of ATP is low. Injury induces an internal calcium wave and increased ATP release from the injured embryo. The fact that suramin or PPADS both block the calcium wave in neighboring intact embryos and, blocking P2 receptors prevents a calcium response, suggests that ATP released from injured embryos binds to P2 receptors on the surface of neighboring embryos, triggering the secondary calcium response in uninjured embryos (Fig. 9).

**Fig. 9:**
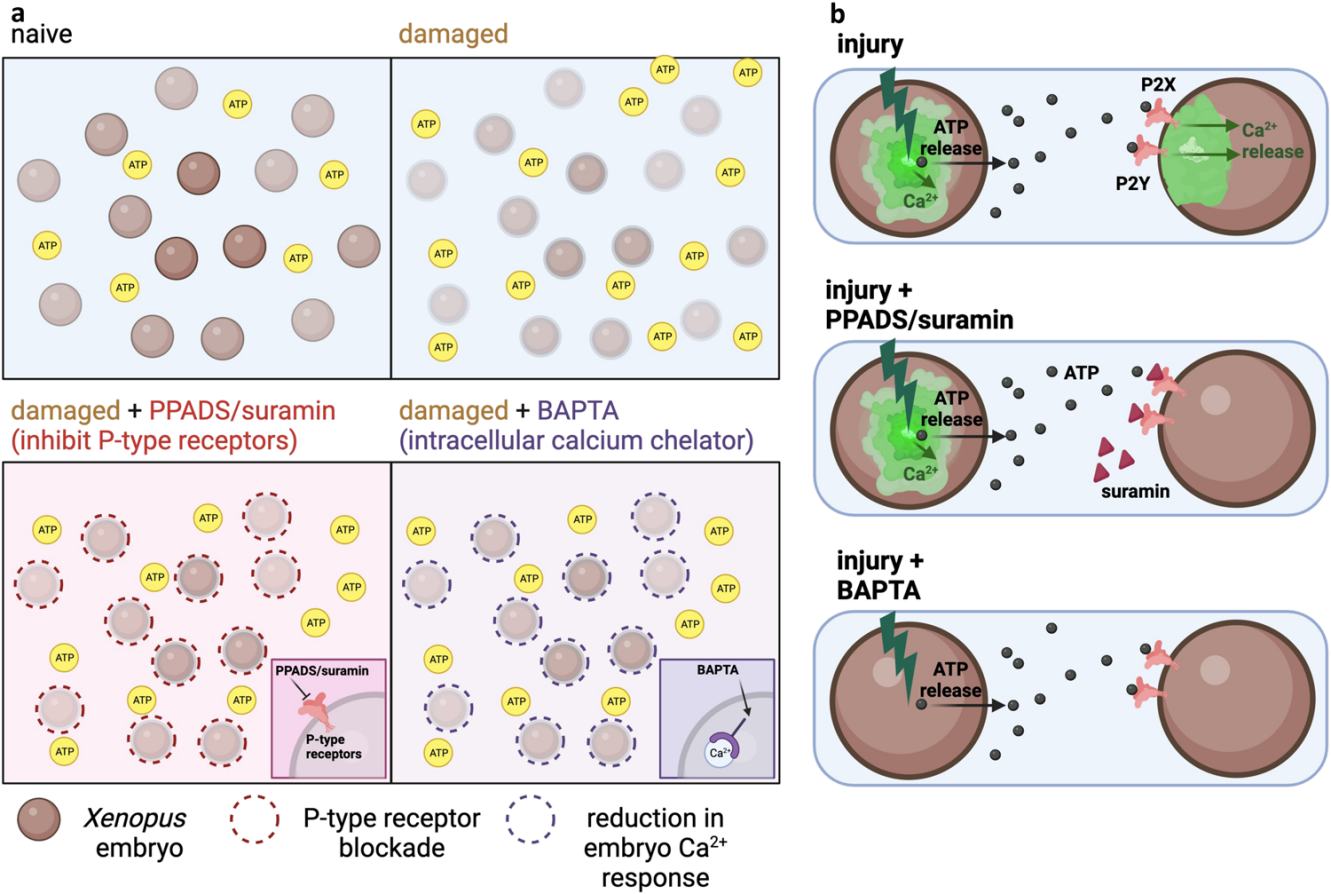
Mechanistic model of CEMA effects. **a** Naive condition in which embryos are undisturbed. Damaged conditions in which embryos are subjected to injury and ATP expulsion increases. Damaged embryo + PPADS/Suramin showing the environment in which P-type receptors are blocked and inhibiting the binding of ATP. Damaged + BAPTA shows that internal calcium stores are depleted and there is a reduction of calcium response. **b** Enlarged view of internal events during injury. Top: The embryo on the left is injured and elicits a calcium response and increased ATP release. ATP binds to P2X receptors on neighboring, uninjured embryos and elicits its own calcium response. Middle: In the presence of PPADS/Suramin, the injured embryo has a calcium and ATP response but P2X receptor blockade prevents ATP binding and subsequent calcium wave in the uninjured embryo. Bottom: In the presence of BAPTA, the injured embryo no longer has a calcium response, but is still able to increase the release of ATP. ATP can still bind to P2X receptors in the neighboring embryo but there is no calcium wave, indicating that the calcium responses in both the injured and uninjured neighbor are dependent on calcium. Created with BioRender.com.

### Interaction dynamics of CEMA: a computational minimal model

Much as in traditional developmental studies of single embryo morphogenesis, it is not enough to identify the molecular components necessary for CEMA. Previous work indicates that the robustness of normal craniofacial development is due to the computational capabilities of cell collectives, which allow them to reach appropriate target anatomy despite perturbations in the starting state or environment. To begin to identify system-level collective dynamics sufficient to produce group robustness across embryos, computational modeling can help interrogate the ways in which instructive lateral signals might protect embryos in large groups against disruptive signals. In addition, it can motivate intervention strategies. There are many examples of stability in groups, for example, coupled oscillators—from Huygens’ clocks to networks of networks^147–150^ or of robot swarms^151^; the “wisdom of crowds”^152^ is now a well-known phenomenon.

We modeled this effect using agent-based, cellular automata, with an emphasis on anatomical homeostasis—the ability of morphogenetic systems to resist noise. In this model, embryos that are affected proportionally seek necessary morphogenetic signaling information from others in the cohort. Numerous examples exist of embryos sensing and progressively correcting for powerful disruptors to early developmental processes, such as those that affect left-right asymmetry^153^, but to our knowledge this has not before been studied at the group level. This aspect of the model is a formalization of the idea that stress propagation is an important aspect of collective problem-solving because it leads to multiple subunits taking action to address the same unmet need. It is easy to imagine how this could have evolved: autocrine signaling can readily become paracrine signaling, at whatever scale of organization. Selection could progressively reward the leakiness of signals that represent the current error state as broadcasts that enable integrated activity to reduce the error.

Our model reinforced the conclusion that inter-embryonic signaling is a key factor in CEMA. A key component is that we modeled both embryonic development and CEMA using local interactions, not requiring a central controller mechanism. These types of local interactions are a hallmark of complex collectives that are found across biology and are hypothesized to support a number of functions^154,155^. In our simulations, local interactions were sufficient to solve the majority problem, overcoming noise and supporting ‘normal development’, with the assumption that the local interactions are further supported by the local cell’s neighbors (neighbor’s neighbors). We see that when these interactions are taken away, or reduced to a significant degree, the population becomes much less robust to perturbation (Supplementary Fig. 5). However, one open question in this study, as well as in the field of complex systems, is how many agents (i.e., embryos) do you need to become a ‘collective’ that functions differently than smaller groups? Here, the experimental and simulation data support a number around 300 for 100% survival in the presence of a teratogen but we do not have a clear picture as to *why this specific number* and if this number is unique to this species or can be generalized to other systems. In future studies, this “behavior vs. cohort size” phenomenon could be investigated if the relationship between them is similar. For example, in both the experiment and model we see a sharp, seemingly non-linear relationship between cohort size and survival.

While our results do reflect what is seen in Fig. 1c, they do not match perfectly. In our simulation groups of fewer than 25 conspecifics demonstrate small robustness against disruption by noise (<10% survival), whereas in the experimental data in Fig. 1c, groups of 5 and 10 embryos show no significant resistance to the effects of teratogen. Our model could be extended in several ways in future work. First, while there is embryonic death during the simulation, there is no ‘death-signaling’, wherein a dying embryo may emit a destructive signal that affects other embryos and could greatly affect development. Second, all ECAs are given a random initial configuration of 0’s and 1’s, with a majority (60%) set to 1. However, it may be that initial embryonic stages are not so random but have some amount of reproducible structure. Further experimental and computational studies are needed to address this issue. Third, while our inter-embryonic signaling is indeed local, it does not necessarily account for inter-embryonic traveling waves. If signals can propagate across a larger space over time in a relay fashion, this may change how the collective develops. We are currently developing a more in-depth model to address these issues in future work.

### Limitations of study and extension in future work

A number of questions remain open. First, we do not know how this effect operates in the wild or how the many additional factors of a complex natural environment will impact CEMA. Thus, while we have shown that embryos *can* cooperate in groups to resist teratogenesis, we do not yet know how much this affects evolution and adaptive fitness in nature. We also do not know the limits of this effect across types of injury. We do not claim it is universal, and many more perturbations beyond the three tested above will need to be tested to see how broadly general this effect may be. It would be interesting to see what other types of developmental perturbations can cause signal generation and propagation. Subsequent experiments will look at gene expression changes in individual animals of a cohort, paralleling the strategy of doing single-cell RNAseq in single bodies^156–158^, to help understand the scaling of instructive cues and their transcriptional responses.

Other avenues for future work are now open. This needs to be investigated in other systems, particularly mammals. It is already known that calcium waves exist across mammalian tissues^92,94^, and that mammalian cells in culture do much better in groups than they do alone^159,160^, but we don’t know if this extends to cohorts in embryonic mammalian development. The general field of Allee effects^35–37^ in novel embodiments is a fascinating area for future investigation, especially as it may connect with other instances of horizontal transfer of influence via substrates of different scales, from exosomes^161–163^ to whole tissues or even organs transplanted across bodies^164–170^. We hope that the above dataset and unconventional assay form the basis for an integrated approach to understanding the robustness of collective decision-making across scales, adding to the growing literature on collective problem-solving^18–20,171–174^.

There are also potential connections to evolutionary questions related to group selection^175–177^, which may be enriched by a better understanding of what group dynamics contribute to the developmental fitness of each member of a community. It is likely that interesting evolutionary developmental biology analyses could emerge from a broad study of CEMA, impacting basic questions about the information flows that determine embryonic outcomes^178,179^. In general, these types of inputs into developmental outcomes stretch the concept of epigenetics via environmental influences. Moreover, cross-embryo beneficial influences challenge the assumption that non-genetic external factors are always due to inanimate physical aspects of the environment, conspecific competition, or harmful exploitation by other biotic agents^180^.

### Implications

Taken together, these data reveal an essential role for inter-embryo signaling during morphogenesis, adding to the growing body of work indicating that the relationship between genomic information and anatomical outcome is not as straightforward as expected. For example, planaria accumulate many mutations through somatic inheritance but are able to regrow any missing part with 100% fidelity to reach a target morphology^181^. The fact that organisms can reach their correct morphology despite variation in genetic material shows that there is a gap in understanding all the informative sources of morphology. It is essential to continue to elucidate diverse instructive inputs to understand the mechanisms of anatomical plasticity and robustness.

The discovery of the CEMA effect may have several practical impacts. The first concerns available data on the developmental toxicity of various agents. Our results indicate that the percentage of defects (i.e., teratogenic potential) identified in assays such as FETAX^182–185^ are unwittingly adjusted for CEMA—the degree of teratogenicity reported is what is seen after an unknown level of embryonic assistance has taken place (since these assays are almost never done on singletons). In other words, because most studies do not compare (or sometimes even state) the size of the cohorts, we rarely know the actual effect of a given agent—only its effect after possible CEMA mechanisms have had a chance to improve it. This suggests that it is essential to state the cohort size in teratogenicity assays, and even to re-do many of the most important studies using different embryo group sizes, to improve the transferability of the findings to human embryos where the cohort size is much smaller than in Xenopus or Zebrafish models.

The more positive implication concerns how understanding CEMA might improve biomedicine. It is tempting to speculate that, having understood how a group of agents signals each other to establish a healthier outcome, we may someday be able to artificially trigger that response in therapeutic settings. While much more work needs to be done to properly evaluate the potential of this effect for biomedicine, it is clear that beneficial, instructive cross-embryo communication, understood broadly, is an exciting phenomenon that could shed light on evolutionary fitness of developmental mechanisms and could perhaps be hacked to address urgent biomedical needs in birth defects and other disorders of morphogenesis^186,187^.

## Methods

Animal care was done in compliance with and approval from the Institutional Animal Care and Use Committee (IACUC) under protocol number M2023-18 of Tufts University.

### Animal husbandry

*Xenopus laevis* tadpoles were reared in 0.1× Marc’s Modified Ringers solution (MMR), pH 7.8 using standard procedures^188^ and were staged according to Neiuwkoop and Faber^189^. All embryos (pooled from separate mothers and then randomly divided between treatments) were raised at 14 °C. Feeding stage animals were fed 3 times a week with Sierra Micron powdered diet, and media changes were performed M, W, and F. Tadpoles were raised in either small dishes or large dishes depending on the cohort size.

### Pharmacological exposures

Thioridazine (thioridazine-HCl, Sigma-Aldrich) was dissolved in deionized water at 1 mM and frozen in single-use aliquots to prevent continuous thawing. Neurula stage embryos that had been reared at 14 °C prior to exposure were treated with 90 µM thioridazine in 0.1x MMR from NF stage 12.5 to 26. During the treatment, experimental and control embryos were kept at 18 °C. Post-exposure they were returned to 14 °C until they reached scoring stage 45. A ratio of 1 mL of media to 1 embryo was kept constant across group sizes (therefore 40 embryos were raised in 40 mL and 120 embryos were kept in 120 mL).

Forskolin (Forskolin, Tocris) was dissolved in dimethyl sulfoxide at 10 mM, aliquoted into single doses, and frozen until use. Stage 10 embryos were exposed to 5 µM forskolin in 0.1x MMR. Animals were reared at 14 °C and media was refreshed three times a week (M, W, F) until animals reached scoring stage 45.

Nicotine (Sigma-Aldrich) exposure occurred from stage 11 to stage 35 at 0.1 mg/mL nicotine in 0.1X MMR, with media/drug refreshed every other day. Animals were kept at 18 °C during treatment. Post-treatment, animals were rinsed with 0.1x MMR twice, moved into fresh 0.1x MMR, and kept at 14 °C until stage 45.

Suramin (Suramin sodium salt, Sigma-Aldrich) was dissolved in dimethyl sulfoxide at 10 mM, aliquoted into single doses, and frozen until use. Exposure occurred with 100 µM suramin in 0.1x MMR conducted on neurula stage embryos (NF stage 12.5–26) that had been reared at 14 °C prior to exposure. During the treatment, experimental and control embryos were kept at 18 °C. After the exposure, they were returned to 14 °C until they reached scoring stage 45. Calcium wave experiments were performed on pre-neurula stage embryos (NF stage 10–12). Embryos were exposed to 100 µM suramin in 0.1x MMR for 30 min prior to treatment at 18 °C. Embryos were maintained in suramin during the measurement of spontaneous and post-injury calcium activity.

### Morphometrics

Tadpoles used for morphometric analysis were imaged with a Nikon SMZ1500 microscope with a Retiga 2000R camera and Q-capture imaging software. Landmarks for morphometric analysis were based on reproducibility across tadpoles. ImageJ was used to measure the width between two points (head width). For head width, landmarks were the outermost points of the head (generally near the middle of the eyes), marking the diameter and base of the branchial arches.

### Microinjection

mRNA for a chimeric construct that is dominant negative for Kir6.1 was synthesized using standard message machine kits (Life Technologies) and stored at −80 °C until used. Embryos were transferred to 3% Ficoll solution before being microinjected. Pulled capillary needles were used with bubble pressure between 55–60 kPA and injection pressure set to 140 kPA. Injection time was set at 100 ms and at the 2-cell stage, 2 out of 2 cells were injected. Immediately after injection, embryos were moved to fresh 3% Ficoll plates and left to recover for 1 to 2 h. After that timeframe, half the media was poured out and filled with 0.1x MMR for another hour. Afterward, embryos were washed twice in 0.1x MMR and moved to a 14 °C incubator. Similarly, mRNA for the genetically encodable fluorescent calcium reporter GCAMP6S was synthesized from linearized template DNA by the message Sp6 in vitro transcription kit (Thermo Fisher) using previously described methods^190,191^. Roughly 2 nl of 300 ng/ml mRNA was delivered at the 4-cell stage to 4 out of 4 cells by microinjection.

### Injury induction and calcium imaging

GCAMP6S-injected embryos (NF stage 10–12) were loaded in groups of 2 into custom-machined acrylic holders with channels (4.6 × 1.6 × 2.5 mm). A thin layer of mineral oil (Sigma-Aldrich) was added on top of each channel to prevent drying during imaging sessions. Using a ZEISS Axio Zoom.V16 microscope and frame rate of 1 image acquired every 2 s, 10 min of spontaneous GCAMP6S activity was captured for all embryos at baseline. Localized mechanical injury was induced in 1 of the 2 embryos by a pulled glass capillary needle. Using identical imaging parameters, GCaMP6s expression was captured for all embryos from the time of injury for a duration of 20 min.

In Fiji (ImageJ), image stacks including baseline and post-injury activity were cropped to separate image stacks for each embryo (injured and receiver) and each stack was registered using the descriptor-based time series registration plug-in. A circular region of interest was selected to encompass each embryo and the mean gray value was output for that region across all frames acquired. The mean gray values after injury were normalized to the baseline activity collected for each embryo.

The peak of activity for a given region was defined as the maximum normalized signal at any time during post-injury data capture. The distance between any 2 regions of interest was calculated by finding the magnitude of the vector from the injury site to the closest point on the receiver embryo. The time of calcium wave transfer between embryos was taken as the time from injury induction to the time that the mean calcium signal surpassed the maximum of spontaneous activity within an embryo. To avoid detecting aberrant spikes, a transfer between embryos was only considered complete if the mean calcium signal was maintained above spontaneous levels for longer than 1 min. The cell-to-cell speed within a single embryo (injured embryo & receiver embryo speeds) was measured by selecting a cell at the start of a calcium wave and a cell at the end of the calcium wave. The time from cell-to-cell was calculated by measuring the peak-to-peak time delay between each cell. Speed for intra- and inter-embryo measurements was defined as the time of calcium wave transfer divided by inter-region distance.

### CEMA computational model

All models were built using the MATLAB software (9.12.0.1884302, R2022a). Each ECA was created with 149 cells with a full runtime of N_cells_/2, a common configuration^82,83^. To simulate development, ECAs were given the GKL rule to solve the majority problem, with an initial configuration of 60% 1 s and 40% 0 s^84^. An embryo was considered successfully developed with no defects if all cells had converged to 1 before the end of simulation time. To simulate embryo groups, they were developed in a square configuration (2 × 2, 3 × 3, 10 × 10, for example) from values ranging from singletons (1 embryo) to large groups (18 × 18, or 324 total embryos). Tested values were chosen to emulate the experimental data.

To simulate health and noise (teratogen), each embryo was given an initial health value of 1. At each timestep there is a chance that noise, *p*_noise_, could affect any embryo in the group, altering its health by a percentage, *n*_dec_, parameterized to 0.7. Then, each embryo affected by the noise will update its health value based on a weighted average of its neighbors and neighbor’s neighbors. The embryo’s weight is 1, its neighbor’s weight is 1, and its neighbor’s neighbors’ weight is 0.25. These values were chosen to simulate spatially close mixing as well as diffuse, slightly distant signaling. This signaling was vital to the CEMA effect, as when the weights were turned low (<0.01) the collective never recovered unless noise was turned down to a substantial degree (*p*_noise_ = 0.6) (see Supplementary Fig. 4A). After, each embryo affected by noise will again update its health based on supportive signaling, sampled from the previous timestep. This health update is also calculated based on a weighted average, with the weights of the embryo’s own signal proportional to *(1-health)*, as is the signal from its neighbors. The weights of the neighbor’s neighbors are weighted as 0.25*(1-health), again to simulate diffuse signaling. This weighted average is then applied to the embryo’s health value following the formula:

$${{{{{{\mathrm{health}}}}}}}\,{{{{{{\mathrm{value}}}}}}} +={{{{{{\mathrm{current}}}}}}}\,{{{{{{\mathrm{health}}}}}}}\,{{{{{{\mathrm{value}}}}}}}*{{{{{{\mathrm{weighted}}}}}}}\,{{{{{{\mathrm{support}}}}}}}\,{{{{{{\mathrm{signal}}}}}}}$$

After this, an embryo then evolves according to the GKL rule if health is above 0.5, or the random update rule if health is equal to, or less than, 0.5. This threshold was chosen as the intermediate value between 0 and 1, however, other values were tested (see Supplementary Fig. 4B). At higher values (0.75) embryos deteriorated too quickly for recovery, and for lower values (0.25), recovery became trivial, even for smaller conspecific groups. For parameterization, noise values from 0.0 to 1 were tested in steps of 0.1, and we found that noise of 0.8 best reflected the data found experimentally. For *n*_dec_, parameterization found that 0.7 best fit the experimental data. Each simulation was run 20 times to create a sample space, and 99% confidence intervals were calculated for each noise value across a number of embryos.

To simulate the experimental design when embryos not affected by the teratogen were introduced into a group that had previously been exposed, we artificially locked half of the population to 1, meaning they stayed perfectly healthy. With this, they were not allowed to participate in the health signaling.

### RNA extraction

At stage 35, embryos were sacrificed for an rRNA depletion study. A sample consisted of 15 pooled tadpoles, and each was repeated 3 times. Tissue was extracted using TRIzol (Thermo Fisher Scientific) as per the manufacturer’s protocol, and total RNA quality and quantity were assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific).

### rRNA depletion RNA-sequencing

RNA was sent to the Tufts Genomic Core where RNA quality was assessed via bioanalyzer, and high-quality RNA was used for library preparation with the Illumina Stranded Total RNA with Ribo-Zero Plus. Libraries were then multiplexed, and an rRNA depletion run using single-end, 75-nucleotide sequencing was performed on Illumina HiSeq 2500. Raw read files were sent to the Bioinformatics and Biostatistics Core at Joslin Diabetes Center.

### NGS analysis

Reads were trimmed for adapter “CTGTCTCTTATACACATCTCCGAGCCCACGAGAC” and polyX tails, then filtered by sequencing Phred quality (>=Q15) using fastp^192^. Adapter-trimmed reads were aligned to the *Xenopus laevis* rRNA genomic sequence (version 10.1) from the NCBI nucleotide database using Bowtie2^193^ and unmapped reads were removed using samtools^194^. Adapter-trimmed reads were aligned to the genome using a STAR aligner with the two-pass option. The RSEM tool was used to estimate the gene expression from the gene alignments. Low-expressing genes (threshold of 1.8 counts per million in at least 3 samples) were filtered out, leaving a total of 21,720 genes after filtering. Counts were then normalized by the weighted trimmed mean of M-values (TMM)^195^. The counts were Voom transformed^196^ into logCPM (*logCPM=log*_*2*_*(10*^*6*^*∗count/(library size∗normalization factor)*)). Two surrogate variables (SVs) were identified and constructed^197^. Batch and the SV effects were adjusted and a principal component analysis (PCA) was performed. Differential expression analysis between groups was performed using limma^198^. Pathway analysis was performed by testing the over-representation of the differentially expressed genes (FDR < 0.1) in the Gene ontology (GO) terms/pathways using R package clusterProfiler^199^. Enriched pathways were identified at a significance threshold of adjusted *p*-value (FDR) < 0.1. In the gene ontology dot plots, the size of the dots reflects the gene ratios (number of significant genes associated with the GO term/total number of significant genes associated with any GO term), and the adjusted *p*-value (FDR) reflects the significance.

### Statistics

All statistical analyses were performed using Prism 9. To achieve statistical power, biological replicates (*N*) were conducted 3–6 times with *n* > 50 embryos for each treatment unless otherwise noted. Data across various iterations were pooled and analyzed by non-parametric *t-*test (for two groups) or ANOVA (for more than two groups).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

### Source data

Source Data

## Data Availability

RNA-sequencing data generated during the study are available in the NCBI GEO public repository with accession no. GSE245782. Source data are provided in this paper.

## Code availability

The code used in this study is deposited at GitHub found at https://github.com/wesleypclawson/CEMA_Model.

# Supplementary material for: Embryos assist morphogenesis of others through calcium and ATP signaling mechanisms in collective teratogen resistance
**Source:** Nat Commun. 2024 Jan 17;15:535. doi: 10.1038/s41467-023-44522-2
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Xenopus laevis rRNA sequences were mapped to NCBI nucleotide database

Data analysis For statistics, data were analyzed using Graph Prism9 (Version 9.1.0). For microscopy, images were taken with Nikon SMZ1500 microscope with a Retiga 2000R camera and Q-capture imaging software. Images were then analyzed using ImageJ. For RNA seq, Bowtie2 was used to align reads, samtools was used to extract reads that were not mapped, STAR aligner with the two-pass option was used to align adapter-trimmed reads to the genome. All models were built using the MATLAB software (9.12.0.1884302, R2022a).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are available in the source data file

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculation was performed because this study is based on varying cohort size
Data exclusions	No data was excluded
Replication	All experiments were repeated independently at least three times across multiple weeks with the number of embryos indicated in each group as indicated in figure legends.
Randomization	Xenopus laevis embryos were randomly assigned to each experimental group before treatment.
Blinding	Blind scoring at the data collection stage was done at least once in each triplicate trial.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Xenopus laevis wildtype and albinos from 2011-2022 were used for embryo collection. Embryos were collected at the two cell stage and raised till NF stage 45.
Wild animals	No wild animals were used in this study
Reporting on sex	Sex was not considered in this study
Field-collected samples	No field collected samples were used in this study
Ethics oversight	Ethical approval was received from Institutional Animal Care and Use Committee through Tufts University (protocol number M2023-18).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

How the deposited data were processed for this re-analysis (not part of the article)

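Whole *Xenopus laevis* embryos at stage 25 were sequenced after rRNA depletion, in 12 libraries from 4 groups (untreated or treated with 90 µM thioridazine, in groups of 100 or 300 embryos), 3 libraries per group and 15 pooled embryos per library. The paper describes embryos of each experiment as coming from 1 clutch in its results and as pooled from separate mothers in its methods, and its experiments as repeated independently. Whether the 3 libraries of a group come from such repeats is not stated for these samples, so the p-values measure the spread between these samples. The samples of stage 35 were not analysed here.

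Before depositing the data, the authors trimmed the reads with fastp, aligned them with Bowtie2 to rRNA sequences and with STAR to the genome, and estimated expected counts per gene with RSEM. The paper gives a version for the rRNA sequences. Versions of these tools and the build of the genome used with STAR are not given in the sources used here. The submitters' processing notes name Bowtie2, STAR, RSEM and limma without versions. The deposited log2 table holds CPM after a filter, TMM and voom, for 21720 genes. It equals voom values computed from the deposited expected counts up to a constant, so it carries no adjustment for batch or surrogate variables. The methods' filter left 21731 genes on rounded counts and 21735 on unrounded counts, and all 21720 genes of the authors' table were among the latter.

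Expected counts were rounded to whole numbers, filtered at 1.8 CPM in at least 3 libraries, normalized by TMM and tested with edgeR 4.0.16 (quasi-likelihood, robust, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. Group means of 4 groups were fitted to all 12 libraries, so that the groups share 1 estimate of the spread. Comparisons were untreated groups of 300 against 100, thioridazine-treated groups of 300 against 100, thioridazine against untreated at each group size, the averages of these, and the difference between the group-size responses. Standard errors were taken from the fold change and its F statistic. Levels are CPM with TMM factors, as mean ± SD. The share of variance between groups was computed on the 500 most variable genes, as log2 CPM with a prior count of 2, and tested by exact permutation. Of 42 gene lists of pathways, tissues and cell types, matched by symbol for both homeologs, 40 had at least 5 measured genes and were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. The lists of mitochondrially encoded genes and of ribosomal RNA had 0 measured genes.

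The genes named were chosen by a fixed rule: per comparison, the 10 genes with the smallest p in each direction among those past the threshold, or, where fewer than 5 passed, the 5 with the smallest p in each direction given as values, the receptors named in the paper, and up to 4 members with the smallest p of each list past the set test. At most 2 genes without a symbol were named per direction. p2rx1.S and p2rx6.L were not among the genes of the count table. satpa.L, satpb.L, acod1lb.L, phyhdlb.L, gatd3alc.1.L, LOC121393141, gclc.S, sik1.S and sox17a.L were chosen after their values were seen, as were the genes named from the libraries numbered 2 and 3 alone. Of 42638 identifiers, 40077 (94%) matched a symbol of the RefSeq annotation of Xenopus_laevis_v10.1, which was used only for names, gene spans and the order of neighbouring genes, since the authors' build is not named. Of the genes kept, 4630 (21.3%) had no gene symbol.

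Pairing by replicate number was checked on the data, since the labels give the groups the same replicate numbers and the paper's text speaks of a batch without defining it. Deviations from the group means correlated at 0.282 to 0.769 in all 18 pairs of same-numbered libraries, and the numbers were taken to pair the samples. No library was a duplicate of another: the lowest chi-square per gene was 5.745 between libraries of a group and 3.248 between any 2 libraries.

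Fold changes of known size were tested on simulated data, with 200 genes changed in counts drawn for 21731 genes from the real means and library sizes with replicate effects. For 300 against 100 in untreated embryos, edgeR recovered 57.6% of 4-fold changes and 0% of 2-fold changes. With the replicate block it recovered 93.9% and 55.2%, and 18 of its 124 calls were genes that had not been changed. For thioridazine against untreated, averaged over group sizes, the block recovered 98.5% of 4-fold and 83.6% of 2-fold changes, with 6 of 156 calls unchanged genes. A simulated shift of 1 gene list was recovered by camera, with the preset correlation and the replicate block, together with 1 other list that had not been shifted. The genes were drawn independently, so this does not show how camera behaves where the genes of a list vary together.

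Alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors, no filter (at least 1 count), filterByExpr, only the libraries compared, the replicate block, limma voom with and without 2 surrogate variables (sva 3.50.0) and the block, limma trend on the authors' log2 values, an adjusted p under 0.1, unrounded counts, other gene numbers and a prior count of 0.5 for the share of variance, an estimated correlation for the lists, and leaving out each library in turn. Total counts per library ranged from 3497198 to 7822395, and 2 genes, ccdc50.L_1 and nemf.L, each held up to 4.94% and 2.47% of a library.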

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

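The tests of gene neighbourhood, of shared reads, of gene span and of depth, the comparison by replicate number and the choice of the libraries numbered 2 and 3 were chosen only after the results were seen.

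Thioridazine against untreated embryos of the same group size was not compared at stage 25 in the paper's text, and its data hold a signal. Averaged over group sizes 19 genes were higher and 0 lower (edgeR's quasi-likelihood test). At an unadjusted p under 0.05 there were 368 genes, and 1079 with the replicate number as a block. Neither count exceeds the 1087 expected by chance. At each group size 2 genes passed, LOC108696199 and cyp2j2.L. Without the block, 7 of 100 exchanges of the treatments within group sizes gave as many genes as the real arrangement, counting it, with a highest of 2033, so chance could not be excluded. Exchanges that shared the libraries numbered 1 evenly between the treatments reached 1697 genes and the others 2033, so in this comparison an uneven share of these libraries does not alone give the large counts, which point to some structure of the samples. For group size averaged over treatments the even exchanges reached 1 gene and the others 1433. With the replicate number as a block 94 genes passed, and of the 32 exchanges that part every pair 1, the real one, gave as many, with a highest other of 5. This argues against chance for this count but does not exclude it, since 1 of 32 is the smallest share that this test can give. Leaving out 1 library gave 62 to 111 genes with the block. At both group sizes 29 genes passed with the block, of 39 at 100 and 56 at 300, where independent lists share 0.1. Both lists come from 1 fit that shares its estimate of the spread of each gene, so they are not independent. An overlap above 0.1 thus does not by itself show a shared response. For single group sizes the 10 possible splits are too few for a share under 0.05: the real split gave 2 genes in groups of 100, with 2 splits as large and a highest other of 742, and 2 genes in groups of 300, with 1 split as large and a highest other of 1. Among the 4 splits that part every pair, as the real one does, the highest other was 0 genes at each group size, and the other splits place libraries of 1 number on the same side.

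Of the 94 genes called with the replicate block, 27 lie in 2 runs of neighbouring genes on 1 chromosome of Xenopus_laevis_v10.1. In the first run 11 of 13 measured genes were called, among them LOC121393141 (log2 fold change 2.58, standard error 0.16), and in the second 16 of 17, among them satpa.L (log2 fold change 2.14, standard error 0.20), satpb.L, phyhdlb.L, gatd3alc.1.L and acod1lb.L, which was at 242 ± 71.1 CPM (SD, n = 3) in untreated and 642 ± 348 in thioridazine-treated groups of 100. Placement at random is argued against by 23 neighbouring called pairs, where the highest of 10000 random draws gave 4. Reads of 1 raised gene divided among its copies could not alone give the second run, where 4 named families have a called member, and for the first run, where 0 named families are called, this cannot be told apart from a rise of several genes, since no gene there carries a family name. All 13 genes of the first run and all 17 of the second have values that are not whole, so reads shared between copies may contribute to both.

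Between the libraries numbered 1 and those numbered 2 and 3, 8875 genes differed within groups (edgeR's quasi-likelihood test), a difference the paper's text does not report.

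In the libraries numbered 2 and 3, with the replicate block, 1003 genes differed between untreated groups of 300 and 100 (463 higher and 540 lower), where exchanging the labels of 1 untreated pair gave 0. For the untreated pairs this exchange is the only other arrangement apart from mirror images, so it cannot tell the count from chance. Of 38 neural progenitor genes 10 were higher, such as nes.L (log2 fold change 1.76, standard error 0.26), of 63 cell cycle genes 9 were higher, such as top2a.L (1.06, standard error 0.19), and of 135 cytosolic ribosomal proteins 55 were lower, such as rpl15.L (-1.24, standard error 0.22), although with an estimated correlation these lists had adjusted p = 0.613, 0.678 and 0.613. Of the 1003 genes 24.3% had the same direction in the pair numbered 1, which took no part in calling them. As a set they thus did not move alike in all 3 pairs. The pair numbered 1 is 1 library against 1, and its genes do not vary independently, so it cannot decide whether group size acts. A trend with the genomic span of the gene stays open: 575 genes were called after it was taken out, 489 of them among the 1003, and the correlation of fold change with span was -0.152 in the pair numbered 1 against 0.26 and 0.282 in the pairs numbered 2 and 3. Unequal totals as the whole cause are argued against by 625 to 974 genes called over 10 thinnings to the smallest total (718 in the first, 620 of them among the 1003), where the same thinnings with the labels of 1 untreated pair exchanged gave at most 0. Thinning does not change the composition of a library. ccdc50.L_1 held 1.89% and 2.66% of the untreated groups of 100 numbered 2 and 3, and 0.976% and 1.11% of those of 300. nemf.L held 2.05% and 2.1% against 0.708% and 1.11%. In the pair numbered 1 the shares were 0.982% and 1.02% for ccdc50.L_1, and 1.1% and 1.02% for nemf.L. Whether composition gives the calls was not tested.

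LOC121392961, an snRNA locus, had 0 counts in all 3 thioridazine-treated groups of 300 and 93 to 322 in thioridazine-treated groups of 100. Over the 9 neighbouring copies together, the level in thioridazine-treated groups of 300 was 217 ± 152 CPM (SD, n = 3), 63% of that in thioridazine-treated groups of 100 (345 ± 241). In thioridazine-treated groups of 100 this locus held 145 of 1850, 93 of 1145 and 322 of 2232 counts of the copies. Its loss alone would therefore leave most of the sum. The sum cannot tell reads divided differently between near-identical copies from a loss of this locus, and no biological explanation was tested.

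For 10 of 40 gene lists the response to group size differed with treatment (camera with a preset correlation), led by the hypoxia response, and 0 with an estimated correlation. Exchanges of the group sizes within treatments gave at least 10 lists in 87 of 100 cases, with a highest other of 22, so chance could not be excluded.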

How the results depend on the processing

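Alternatives described as added were chosen after seeing the data, and where a value moved the cause was not tested, apart from the fewer libraries that some alternatives use. In the order untreated 300 against 100, thioridazine 300 against 100, thioridazine in groups of 100, thioridazine in groups of 300, group size averaged, thioridazine averaged and the difference between responses, edgeR called 0, 0, 2, 2, 0, 19 and 0 genes. DESeq2 called 1, 3, 25, 27, 2, 50 and 1. The replicate block moved the 3 thioridazine counts to 39, 56 and 94 and changed no other count of genes. It moved the lists for the difference between responses from 10 to 16. limma voom called 1 gene for thioridazine in groups of 300, and with 2 surrogate variables 47, 48 and 127 for thioridazine. With these and the replicate block it called 46, 37 and 128, and 1 for the difference between responses. limma trend on the authors' log2 values called 1 gene for thioridazine 300 against 100 and 1 for group size averaged. With only the libraries of the groups compared, 0 genes passed for thioridazine in groups of 100 and 0 in groups of 300. RLE size factors, no filter, filterByExpr, unrounded counts and an adjusted p under 0.1 left every count of genes within 1.5 times. Of the added alternatives, DESeq2 with replicate block called 33, 1, 51, 93, 6, 120 and 2 genes. Without the libraries numbered 1, edgeR called 1 gene for untreated 300 against 100, 15 for thioridazine in groups of 100 and 13 in groups of 300. Without them and with the replicate block it called 1003, 1, 41, 49, 1032, 72 and 2. Leaving out 1 library gave 0 to 0 genes for both size comparisons, for group size averaged and for the difference between responses, 2 to 3 for thioridazine in groups of 100, 0 to 2 in groups of 300 and 2 to 18 averaged. In groups of 300 it gave 0 without thioridazine 300 replicate 2 or 3 and without untreated 300 replicate 1, 2 or 3, and 1 without thioridazine 300 replicate 1 or thioridazine 100 replicate 2. The share of variance between groups was 14.5% of the total (median over arrangements 26.1%) and 15.1% to 21.1% with 1 library left out. With the replicate means removed it was 43.4% of what remained (median over arrangements 32.9%), which is again 14.5% of the total. The other alternatives for this share stayed on the same side of the threshold. Gene lists past the set test fell with an estimated correlation from 11, 10, 11, 19, 12, 17 and 10 to 0, 0, 2, 0, 0, 4 and 0, and to 0 in each comparison with the added replicate block and estimated correlation. Leaving out 1 library gave 10 to 14, 9 to 17, 11 to 18, 17 to 22, 9 to 17, 14 to 21 and 7 to 15 lists. For 102 named genes and comparisons, 2228 alternative values were on the same side, 122 weaker, 143 stronger and 11 of the opposite direction. These 11 are all of p2rx1.L, and their standard errors exceed these fold changes. For untreated 300 against 100 p2rx1.L was at 0.32 with limma voom, 2 surrogate variables and replicate block, 0.16 without the libraries numbered 1, 0.16 with the block as well, and -0.43 to 0.35 with 1 library left out. Leaving out 1 library gave p2rx1.L -1.21 to 0.078 for thioridazine 300 against 100, -0.60 to 0.42 for thioridazine in groups of 100, where 0.12, 0.10 and, with limma voom, 2 surrogate variables and replicate block, 0.14 were also opposite, -0.62 to 0.022 averaged over group sizes and -1.06 to 0.23 for the difference between responses. Between untreated groups 4-fold changes of simulated genes were recovered in 57.6% of cases by edgeR without the block and in 93.9% with it, and both called 0 genes in the real libraries.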

Differences from the paper's values

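The paper states that at stage 25 the untreated large group and both thioridazine groups overlapped in particular, in a principal component analysis of batch-corrected data. Here the replicate means and 2 surrogate variables were removed, an adjustment chosen after seeing the data that protects the group differences. On components 1 and 2 the thioridazine-treated groups of 100 and 300 then lay 6.88 log2 units apart, where a library lay 4.57 from its own group mean. The untreated groups of 300 lay 30.9 and 36 from these groups, and the untreated groups of 100 lay 24.8 and 30.5 from them, so that both thioridazine groups lay closest to each other and the untreated groups of 300 farther from them. An adjustment that protects the groups widens these distances. With the replicate means alone removed, squared distances relative to those expected were taken to thioridazine-treated groups of 100 and of 300. They were 1.64 and 1.68 for untreated groups of 300, and 1.46 and 2.01 for untreated groups of 100. The untreated groups of 300 were thus closer to the thioridazine-treated groups of 300 than untreated groups of 100 were, but farther from the thioridazine-treated groups of 100. The paper's batch is not defined in its text, and its figure was not used here.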

Other observations

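Chosen only after the result was seen were the comparison of the libraries numbered 1 with the others, the tests of the libraries numbered 2 and 3 alone, and the estimated correlation combined with the replicate block.

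Thioridazine raised further genes with the replicate block. sik1.S, a salt-inducible kinase, had a log2 fold change of 2.88 (standard error 0.28, adjusted p = 1.19e-04 from edgeR's quasi-likelihood test with the block) and gclc.S, a glutathione synthesis enzyme, one of 1.09 (standard error 0.15). Both were higher in 6 of 6 pairs, and neither passed without the block. They were chosen after their values were seen, so their pair counts give no separate support. sik1.S ranged from 11.5 to 45.7 CPM in thioridazine-treated groups of 100 and from 8.15 to 71.7 in those of 300. Of 30 genes of inflammation and interferon, 25 lay above 0 with thioridazine, with a median of 0.26 (camera adjusted p = 1.83e-09, and adjusted p = 0.00533 with an estimated correlation). With the replicate block the adjusted p with an estimated correlation was 0.0995, and 4 were higher when adjusted over the list alone with the block. Of 42 genes of the oxidative and xenobiotic response, 4 were higher over all genes with the block and 7 when adjusted over the list alone, and the adjusted p was 0.418 with an estimated correlation without the block. Collagens and extracellular matrix had a median of -0.18, with 4 of 58 genes above 0 (camera adjusted p = 5.92e-04, and adjusted p = 0.79 with an estimated correlation). Skeletal muscle had a median of -0.12, with 5 of 38 above 0 (camera adjusted p = 0.00329, and adjusted p = 0.673 with an estimated correlation).

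Libraries numbered 1 differed from those numbered 2 and 3 in the same direction in every group for the lists below. The median log2 difference was 1.46 over 19 genes of myeloid cells (group medians 1.07 to 1.61), 1.13 over 34 genes of neurons (0.602 to 1.78), 0.84 over 32 genes of glycolysis and 0.773 over 39 genes of multiciliated cells. It was -0.717 over 27 genes of notochord, tail bud and early mesoderm (-1.03 to -0.315) and -0.325 over 63 genes of the cell cycle. No list passed with an estimated correlation, with an adjusted p of 0.124 for glycolysis and 0.156 for myeloid cells. Across genes, which are not independent replicates, this difference in thioridazine-treated embryos correlated with that in untreated embryos at r = 0.858.

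Of 23 endoderm genes 7 were called lower in untreated groups of 300 in the libraries numbered 2 and 3, and of 19 pronephros genes 5. The median log2 fold change of the endoderm list was -0.606 there and -0.524 in the pair numbered 1, a single pair without a test, and that of the pronephros list -0.443 and -0.449, while ribosomal proteins (-0.605 and 0.493) and neural progenitors (0.71 and -0.278) took opposite signs. The endoderm and pronephros lists had passed camera at the preset correlation in the fit of all 12 libraries, which include the pair numbered 1. That pair is therefore not a separate check on them. sox17a.L had a log2 fold change of -1.13 (standard error 0.21) in the libraries numbered 2 and 3 and -1.29 in the pair numbered 1. Neither the endoderm nor the pronephros list passed with an estimated correlation in the libraries numbered 2 and 3 (adjusted p = 0.613 for each).

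Counts of gene lists past the set test were reached by other arrangements too. Between group sizes 11 lists passed in untreated embryos, and 9 of 10 splits gave as many, with a highest other of 19. In thioridazine-treated embryos 10 lists passed, 7 of 10 splits gave as many and the highest other was 17. For thioridazine in groups of 100 these values were 11 lists, 8 of 10 splits and 17, and in groups of 300 they were 19 lists, 3 of 10 splits and 19. These 10 splits are too few for a share under 0.05. Among the 4 splits that part every pair the highest other was 14 lists in untreated embryos, 9 in thioridazine-treated embryos, 17 for thioridazine in groups of 100 and 15 in groups of 300. Averaged over treatments 12 lists passed between group sizes, and 69 of 100 exchanges gave as many, with a highest other of 22, and averaged over group sizes 17 lists passed with thioridazine, and 25 of 100 gave as many, with a highest other of 22, so chance could not be excluded. For the counts of 0 genes between group sizes every split gives as many, so that the splits say nothing about them. The highest other was 0 in untreated and 0 in thioridazine-treated embryos, 1433 averaged over treatments and 2401 for the difference between the group-size responses.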
